# Depletion of *tet2* results in age-dependent changes in DNA methylation and gene expression in a zebrafish model of myelodysplastic syndrome

**DOI:** 10.3389/frhem.2023.1235170

**Published:** 2023-09-14

**Authors:** Yaseswini Neelamraju, Evisa Gjini, Sagar Chhangawala, Hao Fan, Shuning He, Chang-Bin Jing, Ashley T. Nguyen, Subhash Prajapati, Caroline Sheridan, Yariv Houvras, Ari Melnick, A. Thomas Look, Francine E. Garrett-Bakelman

**Keywords:** TET2, myelodysplastic syndrome, hematopoietic progenitors, zebrafish, DNA methylation

## Abstract

**Introduction:**

Myelodysplastic syndrome (MDS) is a heterogeneous group of clonal hematopoietic disorders characterized by ineffective hematopoiesis, cytopenias, and dysplasia. The gene encoding ten-eleven translocation 2 (*tet*2), a dioxygenase enzyme that catalyzes the conversion of 5-methylcytosine (5mC) to 5-hydroxymethylcytosine, is a recurrently mutated tumor suppressor gene in MDS and other myeloid malignancies. Previously, we reported a stable zebrafish line with a loss-of-function mutation in the *tet2* gene. The *tet2*^*m/m*^-mutant zebrafish developed a pre-MDS state with kidney marrow dysplasia, but normal circulating blood counts by 11 months of age and accompanying anemia, signifying the onset of MDS, by 24 months of age.

**Methods:**

In the current study, we collected progenitor cells from the kidney marrows of the adult *tet2*^*m/m*^ and *tet2*^*wt/wt*^ fish at 4 and 15 months of age and conducted enhanced reduced representation of bisulfite sequencing (ERRBS) and bulk RNA-seq to measure changes in DNA methylation and gene expression of hematopoietic stem and progenitor cells (HSPCs).

**Results and discussion:**

A global increase in DNA methylation of gene promoter regions and CpG islands was observed in *tet2*^*m/m*^ HSPCs at 4 months of age when compared with the wild type. Furthermore, hypermethylated genes were significantly enriched for targets of SUZ12 and the metal-response-element-binding transcription factor 2 (MTF2)—involved in the polycomb repressive complex 2 (PRC2). However, between 4 and 15 months of age, we observed a paradoxical global decrease in DNA methylation in *tet2*^*m/m*^ HSPCs. Gene expression analyses identified upregulation of genes associated with mTORC1 signaling and interferon gamma and alpha responses in *tet2*^*m/m*^ HSPCs at 4 months of age when compared with the wild type. Downregulated genes in HSPCs of *tet2*-mutant fish at 4 months of age were enriched for cell cycle regulation, heme metabolism, and interleukin 2 (IL2)/signal transducer and activator of transcription 5 (STAT5) signaling, possibly related to increased self-renewal and clonal advantage in HSPCs with *tet2* loss of function. Finally, there was an overall inverse correlation between overall increased promoter methylation and gene expression.

## Introduction

The ten-eleven translocation 2 gene *tet2*, a dioxygenase enzyme that can catalyze the conversion of 5-methylcytosine (5mC) to 5-hydroxymethylcytosine, is a recurrently mutated gene in hematological malignancies, including myelodysplastic syndrome (MDS) (1, 2). TET2 functions as a tumor suppressor and thus loss-of-function mutations are found in myeloid malignancies (3–5). Because TET2 catalyzes the first step in CpG demethylation, *tet2* mutations (*tet2*^*m/m*^) are thought to result in a failure to remove aberrant methylation, and thus would be expected to lead to a gain of DNA hypermethylation within the malignant myeloid clones, leading to the repression, or otherwise the aberrant expression, of genes important for myeloid differentiation (6).

To clarify the mechanisms through which the loss of *tet2* contributes to myeloid malignancies using an *in vivo* animal model, we created a stable zebrafish line with loss-of-function mutations in the *tet2* gene generated through zinc finger nuclease technology (7). The 4-bp deletion in *tet2* (ACAT; *tet2*^*m/m*^) led to stop codons in amino acid 1162 (AA1162), which in turn disrupt the catalytic activity of the hydroxylase. The *tet2*^*m/m*^ fish are viable and fertile, which allows the interrogation of *tet2* loss in hematopoietic cells throughout development, from larvae to adulthood. The *tet2*^*m/m*^-mutant zebrafish developed myelodysplastic features in the kidney marrow at the age of 11 months (7). Myelodysplasia, reflected by aberrant nuclear and cytoplasmic maturation in May–Grünwald–Giemsa-stained blood and kidney marrow smears, was observed in the erythroid, myeloid, and progenitor cell lineages of all of the *tet2* homozygous, and a subset of the heterozygous, mutant fish (7). In contrast, myelodysplasia was not observed in the kidney marrow smears of 11-month-old wild-type fish within the erythroid or myeloid cell lineages (7). The diagnosis of MDS requires both evidence of trilineage dysplasia in smears of the developing marrow cells and significantly deceased cell numbers of mature cells of at least one hematopoietic cell lineage in the peripheral blood. However, the peripheral blood counts were normal in 11-month-old *tet2*-mutant zebrafish, indicating that the process was limited to a pre-MDS stage (7). By 24 months of age, each of the *tet2*-mutant fish developed anemia, which, together with the marked dysplasia of the developing hematopoietic progenitors in the kidney marrow, formed the basis for an MDS diagnosis. The *tet2*^*m/m*^ zebrafish model, which uniformly develops a dysplastic hematopoietic disorder that progresses to MDS with anemia thus allows for an interrogation of the underlying mechanisms that cause progression from disordered myeloid cell differentiation to fully transformed MDS. We have recently used this zebrafish model to investigate the selective activity of small-molecule drugs in the killing of *tet2* mutants, compared with wild-type HSPCs, a chemical biology consequence of genomic mutations, which is analogous to the well-known genetic relationship called “synthetic lethality” (8, 9).

Using the *tet2*^*m/m*^ zebrafish, we sought to understand the effect of *tet2* loss on the CpG methylation state of the genome and gene expression patterns to identify potential molecular mechanisms that have an association with clonal expansion of the progenitor cells and disease progression in this disease model. Stem and progenitor cells, characterized by disordered growth and differentiation, play an important functional role in MDS pathogenesis and disease relapse. To capture events during disease progression to the pre-MDS state in this specific cell population, we collected progenitor cells from the kidney marrows of 4- and 15-month-old adult *tet2*^*m/m*^ and *tet2*^*wt/wt*^ fish and studied the changes in the DNA methylation levels associated with the promoters and CpG islands of specific genes.

## Materials and methods

### Zebrafish husbandry

Zebrafish are vertebrate animals, and all experiments and animal husbandry were conducted in accordance with the Dana-Farber Cancer Institute’s Institutional Animal Care and Use Committee (IACUC)-approved animal research protocol #02–107. The stocks of wild-type and mutant lines were maintained in accordance with a previously reported protocol (10).

### Zebrafish genetic manipulation

One-cell fertilized zebrafish embryos were injected with various amounts of mRNAs encoding zinc finger nucleases (ZFNs) harboring DD/RR or EL/KK variant *Fok*I nuclease domains, as previously described (7). Site-specific ZFN function was verified by PCR on genomic DNA (gDNA) using *tet2*-specific primers and then sequencing. The resulting *tet2*^*m/m*^ zebrafish line, which has been described and characterized previously (7–9), was used in this study.

### Genotyping

For adult stages, fish were individually genotyped using one forward (5′ ATCTCCAAGGTCTTGCAACCTA 3′) and one reverse (5′ ATACAAGCCCTCATCCACTGAT 3′) primer, as previously shown (7). The forward and reverse primers were located in the sixth and eighth exons of *tet2*, respectively. The PCR products, 668 bp in length, were sequenced with the forward primer.

### Cell suspension preparation and flow cytometry.

The cell suspension preparation and flow cytometry were conducted as previously described (7). In short, 4-month- and 15-month-old wild-type *tet2*^*wt/wt*^ and *tet2*^*m/m*^ fish were anesthetized. The anesthesia of the fish was carried out prior to kidney removal to harvest the kidney marrow. The fish were anesthetized by immersion in a small fish tank containing 200 mg/L of tricaine methanesulfonate dissolved in fish water. The working solution (200 mg/L of tricaine methanesulfonate dissolved in fish water) was made fresh by diluting a stock solution of tricaine methanesulfonate (4 mg/mL) in deionized water buffered with Tris-HCL to pH 7.0, which was stored in a freezer at −20°C. Tricaine methanesulfonate is an ester-type local anesthetic agent that acts systemically when absorbed through the gills, and thereafter is distributed throughout the body via the blood and acts on the peripheral and central nervous systems. After the fish were completely anesthetized, the kidney containing the whole kidney marrow was surgically removed. We then euthanized the fish by transferring them to a small fish tank immersed in an ice bath with a higher concentration of tricaine methanesulfonate (of 500 mg/L), which was prepared fresh by diluting the stock solution as previously described. The fish were kept in this euthanizing dose of tricaine methanesulfonate for at least 30 minutes on ice and then frozen in plastic bags at −20°C in a freezer designated as the morgue, prior to disposal by our Animal Resource Facility.

The removed kidneys were dissected and placed in ice-cold 0.9 × phosphate-buffered saline (PBS) containing 5% fetal calf serum (FCS). Single-cell suspensions were generated by aspiration, followed by mild teasing of the kidney on a 40-mm nylon mesh filter with a pipette tip. Progenitor cells were sorted using a JF Aria II Cell Sorter (BD Biosciences) with high forward scatter/side scatter (FSC/SSC), as previously described.

### Enhanced reduced representation of bisulfite sequencing

The enhanced reduced representation of bisulfite sequencing (ERRBS) was conducted as previously described (11, 12). Briefly, high-molecular-weight DNA was isolated from the progenitor cells using Qiagen’s AllPrep^™^ extraction kit, per the manufacturer’s instructions. The DNA was then digested with the *Msp*I restriction enzyme. Fragments were purified and subjected to end repair, A-tailing, and ligation of methylated Illumina adapters. This was followed by bisulfite conversion and PCR amplification. The libraries were sequenced on an Illumina 2500 using a 50-bp single-end read approach, per the manufacturer’s instructions. The sequencing data were aligned with Zv9 as the reference genome using our in-house processing pipeline (11). The CpG sites with at least 10× coverage were used for downstream analysis. The sequencing statistics are included in Supplementary Table 1A.

### Identifying high-variance CpGs

For each CpG, the interquartile range (IQR) across all samples was calculated using the “iqr” function in R (version 3.3.0; The R Foundation for Statistical Computing, Vienna, Austria). CpGs with an IQR greater than the 90th percentile were annotated as high-variance CpGs.

### Bulk RNA sequencing

The RNA was isolated from the progenitor cells using Qiagen’s AllPrep extraction kit, per the manufacturer’s instructions. RNA-seq libraries were prepared using TruSeq^™^ RNA-Seq by poly(A) enrichment (Illumina) and sequenced on a HiSeq^®^ 2000 system (Illumina) using a 50-bp single-end approach, per the manufacturer’s instructions. Sequencing statistics are included in Supplementary Table 1B.

### RNA-seq quality control and alignment

FASTQ files were checked for quality using FASTQC (version 0.10.1). The reads were then aligned using STAR aligner (version 2.3.0) (13) in single-end mode. After sorting and indexing, the aligned files were used with BEDTools (version 2.16.1) (14) and the Ensembl zebrafish transcriptome (Zv9) to generate read counts for genes for all samples. We calculated the normalized expression values using DESeq2 normalization. The normalized expression values were averaged across the two replicates in each of the wild-type and mutant categories. Standard deviation was used to calculate the bounds for error bars.

### Principal component analysis

Principal component analysis (PCA) was conducted using the “prcomp” function in R. The first two PCs were plotted using ggplot2 in R.

### Differential methylation analysis

The change in DNA CpG methylation between any given groups for a given region was calculated using methylKit (15). Regions with a minimum coverage of 10 reads and a maximum coverage greater than the 90th percentile of read counts were excluded from the analysis. Regions with an absolute methylation difference of at least 15% at a statistical significance of less than 0.05 were annotated as differentially methylated regions (DMRs).

### Differential gene expression analysis

Differential gene expression analysis of any two comparisons was conducted using DESeq2 (version 1.14.1) (16) package in R (version 3.3.0). The batch correction variable accounting for variation between replicates was added in the design equation. For each comparison, genes with greater than five reads across the samples were retained for analysis. Genes with an absolute value of log-fold change greater than 1 and a q-value less than 0.05 were annotated as differentially expressed genes (DEGs).

### Pathway enrichment analysis

To identify significantly enriched pathways for a given set of genes (either DEGs or DMRs), we converted the zebrafish gene names to their human orthologs using BioMart from the Ensembl database (v70). Overlap of the human orthologs with known pathways was assessed using “enrichR” in the R package (17–19). Significantly enriched pathways were identified at a *p*-value less than 0.05.

## Results

To examine the changes in DNA methylation and gene expression with aging of hematopoietic progenitors in normal and *tet2*-mutant zebrafish, we compared the DNA methylation status of CpG nucleotides across the zebrafish genome and gene expression by RNA-seq in the fluorescence-activated cell sorted (FACS) kidney marrow progenitor cells (HSPCs) of 4-month-old zebrafish with those of 15-month-old zebrafish (Figure 1). 

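ERRBS reads methylation at single cytosines of *Msp*I fragments, which come mostly from CpG-rich DNA. The libraries analysed were 8, 2 biological replicates for each of 4 groups: HSPCs of *tet2* wt/wt and *tet2* m/m fish at 4 and at 15 months of age. For each cytosine on Zv9 the authors deposited the coverage as a count of reads and the percent of those reads that were methylated or unmethylated. The libraries held 36979864 to 42870170 reads over cytosines. Cytosines with at least 10 reads were kept, 615921 to 682339 per library, at a median of 38 to 45 reads, and 406544 of them were covered in all 8 libraries. Cytosines of the mitochondrial genome, which serve as a check on bisulfite conversion, read 0.110% to 0.338% methylated. At 50% methylation, counting reads alone gives a standard error of 7.76 percentage points for a cytosine of median depth and 2.88 points for a promoter of median depth. A read that spans several CpGs of a promoter counts at each of them, so the error of a promoter can be larger than that. Promoter windows run from 500 bp before to 250 bp after the start of a gene, and their positions and gene names were taken from the study's supplementary tables. Those tables were held only in part: 1998 entries of Supplementary Table 2A were read and 2102 were not held, so promoters were tested on chromosomes 1 to 10 and CpG islands on chromosomes 1 to 9. Reads were summed per window and library, and 2 groups were compared by a logistic model on the pooled reads, after methylKit, at a Benjamini-Hochberg adjusted p under 0.05 and a difference of at least 15 points. That test counts reading error, with each CpG of a read taken as separate, and leaves out the spread between replicates. For that reason limma on the logit of each library's methylation and an F test with overdispersion were run beside it. RNA-seq was not analysed here.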

For the analysis of the DNA methylation status, we employed ERRBS, and RNA-seq was conducted using poly(A)-enriched RNA (see Methods, Supplementary Table 1 for sequencing statistics). 

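The 2 *tet2* m/m libraries of 15-month-old fish lay at one end of the first principal component, at 3032 and 3172. The 2 *tet2* wt/wt libraries of 4-month-old fish lay at the other end, at -2726 and -2042, and the remaining 4 libraries lay between them. The second component set the 15-month-old *tet2* wt/wt libraries, at 2419 and 2227, apart from the 4-month-old *tet2* m/m libraries, at -1983 and -2197. These components carried 33.0% and 20.6% of the variance of 40655 high-variance CpGs, and the component after them carried 20.3%. For 8 of 8 libraries the nearest library was the replicate of the same group, and for 7 of 8 when all 406544 CpGs covered in every library were used. The 4-month-old *tet2* wt/wt libraries were 3982 units apart, against 4642 units from replicate 2 to the nearest library of another group. The paper takes the segregation of the replicates as support for a methylation pattern distinct to each genetic subtype.

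**Figure D1:**
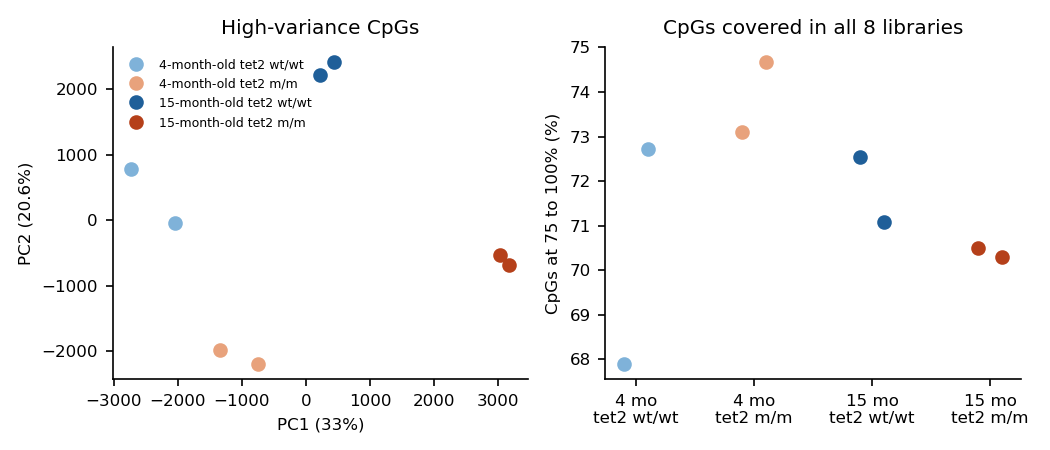
The left panel plots the first 2 principal components of the high-variance CpGs, and the right panel plots the percent of CpGs with 75% to 100% methylation among those covered in all 8 libraries. Each point is 1 library, and replicate 1 stands left of replicate 2 in the right panel. Replicate 1 of the 4-month-old *tet2* wt/wt fish lies lowest, at 67.9%.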

PCA of the DNA methylation results separated the results based on the biological replicated pools, indicating the segregation of the biological replicates for each genotype at 4 and 15 months of age (Figure 2A), which supports a distinct DNA CpG methylation pattern in each of the genetic subtypes in fish at maturity (i.e., 4 months of age) and old age (i.e., 15 months of age).

### Loss of *tet2* associates with gain of DNA CpG methylation in HSPCs of 4-month-old fish

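Among 497802 CpG cytosines covered in all 4 libraries of 4-month-old fish, 75.8 ± 1.14% (SD, n = 2) lay at 75% to 100% methylation in *tet2* m/m fish and 72.2 ± 3.54% (SD, n = 2) in *tet2* wt/wt fish. The single *tet2* m/m libraries had 75.0% and 76.6% of CpGs in this band, and the *tet2* wt/wt libraries had 69.7% and 74.7%. The *tet2* wt/wt library with the low share, replicate 1, held 8.12% of its CpGs at 50% to 75% methylation, where the other 3 libraries held 3.06% to 4.34%. Both *tet2* m/m libraries lay above both *tet2* wt/wt libraries, a difference of 3.64 points (exact permutation test, p = 0.333, the smallest p that 2 libraries against 2 allow). Without replicate 1 of the *tet2* wt/wt fish the difference was 1.14 points, and without replicate 2 it was 6.14 points. With the reads of each genotype pooled, a CpG of *tet2* m/m fish stood above a CpG of *tet2* wt/wt fish with a probability of 0.525, the measure behind a rank-sum test. Between single libraries of the 2 genotypes that probability ran from 0.504 to 0.532, and for replicate 1 over replicate 2 of the same genotype it was 0.473 in *tet2* m/m and 0.5 in *tet2* wt/wt fish. The 2 *tet2* m/m replicates thus stood as far from 0.5 as the pooled genotypes did. The paper relates the higher density in *tet2* m/m fish to the removal of CpG methylation that *tet2* catalyzes.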

We identified a higher density of 75%–100% DNA CpG methylation in 4-month-old *tet2*^*m/m*^ fish than in 4-month-old *tet2*^*wt/wt*^ fish (Wilcoxon rank-sum test *p* < 0.05; Figure 2B), which was consistent with the role of *tet2* in catalyzing the removal of CpG methylation (20). To examine the differences in DNA methylation at the level of specific gene promoters upon *tet2* loss, we compared the overall methylation levels of promoter regions in 4-month-old *tet2*^*m/m*^ fish with those in 4-month-old tet2^*wt/wt*^ fish, as visualized in the volcano plot shown in Figure 2C. Of the 4,096 promoter regions analyzed, 98 were significantly hypermethylated in 4-month-old *tet2*^*m/m*^ fish, and 20 were hypomethylated [Figure 2C and Supplementary Table 2A; methylation difference of at least 15% and statistical significance (q-value) of less than 0.05].

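The promoter of *KCTD15*, a BTB/POZ domain gene on chromosome 1 from 35076412 to 35077162, was methylated at 88.4 ± 4.62% (SD, n = 2) in 4-month-old *tet2* m/m fish and at 14.4 ± 13.2% (SD, n = 2) in *tet2* wt/wt fish. It was read at 3 CpGs in the library with the least data. The promoter of *SERINC4* on chromosome 7 from 51904966 to 51905716 was at 59.7 ± 9.18% against 12.0 ± 2.10%, over at least 15 CpGs and 1240 reads per library. Further promoters that were hypermethylated in *tet2* m/m fish were those of *ugt2a4* (62.4 ± 8.41% against 16.6 ± 1.95%), *wibg* (49.5 ± 4.80% against 7.94 ± 2.55%), *dbr1*, which encodes the lariat debranching enzyme (63.3 ± 13.0% against 25.0 ± 7.07%), *wu:fb59d01* (66.3 ± 11.1% against 36.7 ± 3.66%) and *cldn5b*, a claudin gene read at a total of 1 CpG (47.8 ± 16.2% against 15.4 ± 8.57%). The call of *cldn5b* was lost without replicate 1 of the *tet2* m/m fish, at 24.1 points, and without replicate 1 of the *tet2* wt/wt fish, at 31.2 points. At *asic2*, an acid-sensing ion channel gene, *tet2* m/m fish had 88.1 ± 7.32% and *tet2* wt/wt fish 46.5 ± 37.8%, and its difference of 57.5 points was 15.5 points without replicate 2 of the *tet2* wt/wt fish, as that of *wu:fb59d01* was 22.0 points without replicate 2 of the *tet2* m/m fish, in place of 33.7 points. Hypomethylated promoters in *tet2* m/m fish included *lmo3*, a LIM domain gene (77.3 ± 0.211% against 96.6 ± 1.33%), and *C5HXorf56* (4.27 ± 2.11% against 19.9 ± 6.19%), whose call was lost without replicate 1 of the *tet2* wt/wt fish, at -10.7 points. With only the CpGs covered in all 4 libraries, the calls of *wibg* and *lmo3* were lost, at 4.72 and -5.46 points.

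**Figure D2:**
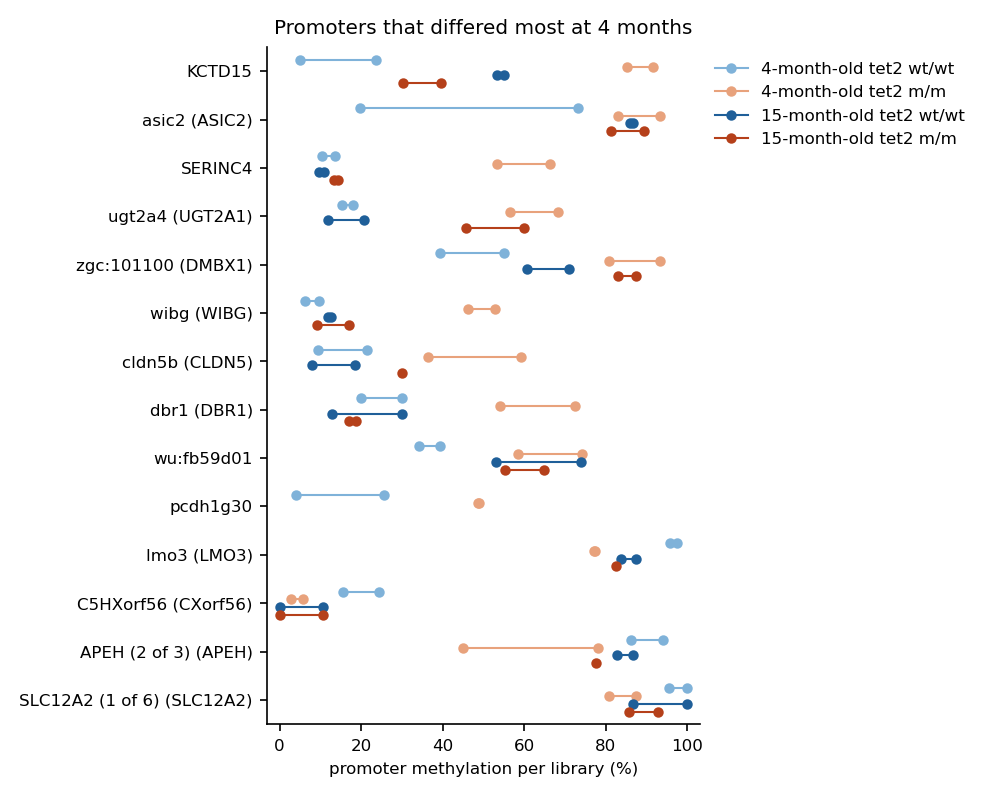
Methylation in percent of the promoters with the largest differences between 4-month-old *tet2* m/m and wt/wt fish, the hypermethylated ones above and the hypomethylated ones below. Each point is 1 library and a line joins the 2 replicates of a group. The 2 wt/wt replicates of *asic2* lie at 73.2% and 19.8%.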

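Of 1882 promoters tested on chromosomes 1 to 10, 35 were hypermethylated and 5 were hypomethylated in 4-month-old *tet2* m/m fish. Of 7 protocadherin and cadherin promoters, whose genes encode cell adhesion molecules, 3 were hypermethylated (*PCDH9*, *pcdh7b* and *pcdh1g30*) and 0 were hypomethylated, and 3 passed when adjusted over the list alone (Fisher's exact test against all other promoters, p = 2.94e-04, 0.0165 after adjustment over 56 tests of lists). Of 27 promoters on the list of neuronal receptors and channels, which also holds genes of synaptic enzymes and vesicle proteins, 4 were hypermethylated (the receptor and channel genes *grin2ca*, *asic2* and *nalcn* and the lipase gene *DAGLA*), also 4 over the list alone (Fisher's exact test, adjusted p = 0.0605). Among 17 promoters of interferon and innate immunity genes 2 were hypermethylated, *isg15* and *ftr82*, as were 2 over the list alone. Without replicate 1 of the *tet2* wt/wt fish the calls of *PCDH9*, *grin2ca*, *nalcn* and *isg15* were lost, at 14.1, 12.8, 14.0 and 13.8 points, as they were without replicate 1 of the *tet2* m/m fish for *grin2ca*, at 11.7 points, and without replicate 2 for *PCDH9*, *nalcn* and *isg15*, at 12.1, 9.64 and 9.66 points. Of 64 promoters of developmental transcription factors, 1 was hypermethylated and 1 was hypomethylated, 2 in all over the list alone. None of 21 promoters of blood cell regulators and of 23 promoters of chromatin and DNA methylation factors passed the test, nor did any when adjusted over the list alone. The study's tables, which hold calls from the same libraries, had been read before these lists were written. The p values of the lists are therefore not independent evidence. In all 35 hypermethylated and 5 hypomethylated promoters both *tet2* m/m libraries lay beyond both *tet2* wt/wt libraries, which a call selects for, as they did in 30.7% of all promoters tested, where chance gives 33.3%. limma, which takes the spread between replicates into account, called 0 promoters at an adjusted p under 0.05 and 144 at an unadjusted p under 0.05, and the F test with overdispersion called 0 and 35. Without replicate 2 of the *tet2* wt/wt fish the logistic model called 70 hypermethylated and 10 hypomethylated promoters, and without replicate 1 it called 28 and 8. Without replicate 2 of the *tet2* m/m fish 9 were hypomethylated. Unchanged groups simulated with the spread of these replicates gave 10.6 calls on average and 19 at most, against 34 among the 1726 promoters measured in all 8 libraries. The simulation used 1 spread for all promoters of a group, so promoters whose replicates disagree more are not modelled. Promoters also passed the same thresholds between the 2 replicates of a group, as given further below.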

We also examined the genes and pathways that were affected by differential CpG methylation in *tet2*-mutant hematopoietic progenitor cells. We conducted gene set enrichment analysis (GSEA) to identify transcription factor gene targets with promoters that were significantly hypermethylated or hypomethylated in the HSPCs of 4-month-old *tet2*^*m/m*^ fish compared with those of *tet2*^wt/wt^ fish, based on the CHEA Transcription Factor Target Dataset (21, 22). 

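Among the promoters that the study lists as *SUZ12* targets, *CH25H*, which encodes cholesterol 25-hydroxylase, rose to 55.8 ± 8.26% (SD, n = 2) in 4-month-old *tet2* m/m fish from 25.8 ± 1.52% in *tet2* wt/wt fish. The promoter of *slc35f3b*, a solute carrier gene, was at 33.5 ± 10.1% against 9.03 ± 1.78%, and that of *DBNDD1* at 71.5 ± 2.36% against 48.8 ± 2.29%. The protocadherin gene *pcdh7b* was at 51.0 ± 5.38% against 31.5 ± 4.08%, and the cadherin gene *CDH7* at 59.7 ± 20.5% against 28.7 ± 6.49%. The difference of *CDH7* was 46.0 points without replicate 1 and 17.0 points without replicate 2 of the *tet2* m/m fish, in place of 27.9 points. Of 28 *SUZ12* target promoters measured in the 4 libraries, 27 were hypermethylated, at a median difference of 23.7 points, and 0 were hypomethylated. The exception was 1 of 2 *PRKAG3* promoters, with a difference of 5.76 points. The study chose these promoters for their hypermethylation in the same libraries, so their direction is not independent evidence.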

Of the 98 hypermethylated promoters in 4-month-old *tet2*^*m/m*^ fish, 28 were predicted to be targets of *SUZ12*, a component of the polycomb repressive complex 2 (PRC2), which mediates H3K27 trimethylation (H3K27me3) (23). 

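Targets that the study lists for *MTF2* and not for *SUZ12* were *kita*, which encodes a receptor tyrosine kinase of pigment and blood progenitors, and *TTC38*. The promoter of *kita* was methylated at 78.0 ± 12.8% (SD, n = 2) in 4-month-old *tet2* m/m fish and at 57.7 ± 14.0% in *tet2* wt/wt fish, and that of *TTC38* at 18.4 ± 11.9% against 3.23 ± 2.68%. Of the *MTF2* targets that are also on the *SUZ12* list, *ABHD8* was at 88.6 ± 0.573% against 63.1 ± 18.2%, *scn4ba*, a sodium channel subunit gene, at 85.0 ± 1.36% against 67.0 ± 5.20%, and the protocadherin gene *pcdh2ab6* at 90.0 ± 7.07% against 68.0 ± 2.78%. All 21 *MTF2* target promoters were hypermethylated, at a median difference of 25.6 points. Each of the 5 named calls was lost without 1 library: those of *ABHD8* and *scn4ba* without replicate 1 of the *tet2* wt/wt fish, at 12.5 and 14.3 points, that of *kita* without replicate 2 of the *tet2* wt/wt fish, at 11.7 points (and at 15.7 points without replicate 2 of the *tet2* m/m fish, where it held), and those of *TTC38* and *pcdh2ab6* without replicate 1 of the *tet2* m/m fish, at 6.73 and 17.6 points, the last by its adjusted p. This list, too, was chosen by the study from these libraries.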

Another 21 gene promoters with increased methylation were predicted to be targets of the metal-response-element-binding transcription factor 2 (*MTF2*) (*p*-value < 0.05). *MTF2* is a metal-response-element-binding transcription factor that recruits PRC2 to specific genes (24). Furthermore, 19 of the hypermethylated genes are common targets of *SUZ12* and *MTF2*, including the transcription factors *NKX-2, DBMX1, TSC22D3*, and *NR2F2.* Therefore, the pathways affected by increased methylation due to *tet2* loss involve both the recruitment and functional activity of PRC2 (Figure 2D, Supplementary Table 2B). 

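The promoter of the homeobox gene *DMBX1* (listed as *zgc:101100*) lies on chromosome 8 from 21025840 to 21026590 and was methylated at 87.0 ± 8.91% (SD, n = 2) in 4-month-old *tet2* m/m fish and 47.2 ± 11.1% in *tet2* wt/wt fish, a pooled difference of 42.8 points. That of *TSC22D3* (listed as *zgc:64189*), a glucocorticoid-induced leucine zipper gene on chromosome 14 from 29101903 to 29102653, was at 49.9 ± 1.85% against 25.2 ± 5.77%, over at least 553 reads per library. The promoter of the cardiac homeobox gene *NKX2-5* on chromosome 14 from 25240405 to 25241155 was at 48.3 ± 9.43% against 12.5 ± 12.6%. That of the nuclear receptor gene *NR2F2* on chromosome 18 from 23806208 to 23806958 was at 96.5 ± 2.84% against 74.2 ± 6.00%. The last 2 promoters were read thinly: the library with the least data had 1 CpG and 12 reads at *NKX2-5* and 1 CpG and 10 reads at *NR2F2*. In each of the 4 promoters both *tet2* m/m libraries lay above both *tet2* wt/wt libraries. The call of *NKX2-5* was lost without replicate 1 of the *tet2* wt/wt fish, at 30.5 points, and the other 3 calls did not change when any 1 library was left out. limma gave adjusted p values of 0.107 for *TSC22D3* and 0.100 for *DMBX1* over the promoters that the study called. The study chose those promoters for their differences in the same libraries, which lowers such values. Over the 1882 promoters tested on chromosomes 1 to 10, *DMBX1* among them, the lowest adjusted p of limma was 0.607. From the targets that *SUZ12* and *MTF2* share, the paper concludes that the hypermethylated pathways involve both the recruitment and the activity of PRC2, which was not measured in these libraries.

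**Figure D3:**
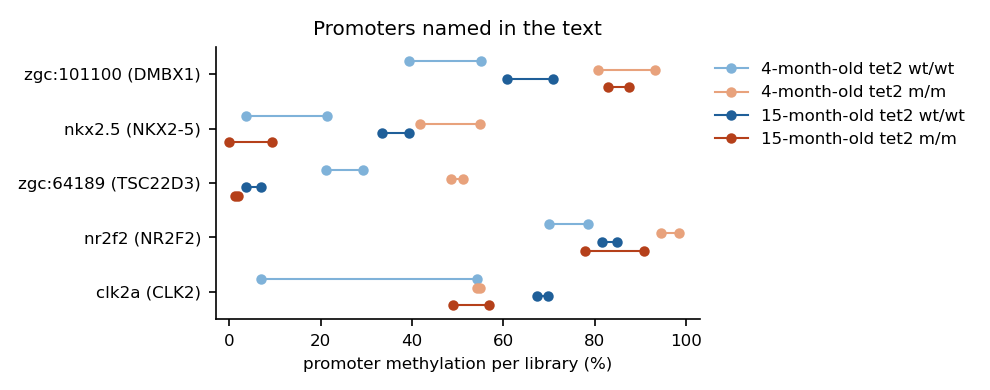
Promoter methylation in percent of the 5 genes that the text names, in the 8 libraries. Each point is 1 library and a line joins the 2 replicates of a group. In *clk2a* the 4-month-old *tet2* wt/wt replicates lie at 6.90% and 54.2%.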

Hypomethylated gene promoters in 4-month-old *tet2*^*m/m*^ fish were the targets of the master transcription factors *MYB, FOXM1, SCL (or TAL1)*, and *KLF5*, which are involved in the control of cell proliferation (Figure 2E, Supplementary Table 2C) (25, 26). Each of these master transcription factors is upregulated in cancers of different types.

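The promoter of *egln3*, which encodes an oxygen-sensing prolyl hydroxylase, fell to 11.2 ± 7.79% (SD, n = 2) in 4-month-old *tet2* m/m fish from 36.3 ± 5.22% in *tet2* wt/wt fish, over at least 13 CpGs per library. *P2RY1*, a purinergic receptor gene, was at 69.4 ± 8.19% against 86.5 ± 8.21%, and *sema4ba*, a semaphorin gene, at 23.0 ± 7.58% against 50.6 ± 25.6%. These 3 promoters are on the study's target lists of all 4 factors. *TRAK1* was at 55.5 ± 6.77% against 78.2 ± 7.73% and *fam171a1*, read at 1 CpG in the library with the least data, at 45.7 ± 7.29% against 79.7 ± 16.3%, both listed for *FOXM1* and *KLF5*. At *ttc27*, listed for *FOXM1*, *tet2* m/m fish had 62.7 ± 39.8%, and the library with the least data held 1 CpG. The call of *ttc27* was lost without replicate 1 of the *tet2* m/m fish, at -9.09 points, that of *sema4ba* without replicate 1 of either genotype, at -14.9 (*tet2* m/m) and -8.83 points (*tet2* wt/wt), with -45.0 points without replicate 2 of the *tet2* wt/wt fish, and that of *P2RY1* without replicate 2 of either genotype, at -11.5 (*tet2* m/m) and -11.1 points (*tet2* wt/wt). The hypomethylated promoters were 5 of 5 for *MYB*, 6 of 6 for *FOXM1*, 5 of 5 for *SCL* and 5 of 5 for *KLF5*, as the study selected them from its own calls in these libraries.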

We also assessed differences in the methylation levels of CpG islands (CGIs) between 4-month-old *tet2*^*m/m*^ fish and 4-month-old *tet2*^*wt/wt*^ fish. 

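A CpG island in an intron of *klf7a*, a Kruppel-like factor gene, on chromosome 1 from 5289943 to 5290202 rose by 58.1 points in 4-month-old *tet2* m/m fish, over at least 9 CpGs and 492 reads per library. Islands in exons of the heat shock protein gene *dnajb4* and of *TENM1*, a teneurin gene, rose by 34.1 and 26.1 points, and islands in introns of *PTPRD*, a receptor phosphatase gene, and the plexin gene *plxna3* rose by 24.5 and 19.9 points. Islands in exons of *tal2*, a bHLH gene related to *tal1*, and of *inhbab*, an activin subunit gene read at 1 CpG in the library with the least data, differed by 16.6 and -17.4 points. Both calls were lost without replicate 1 of the *tet2* wt/wt fish, at 9.74 and -4.45 points, that of *tal2* also without replicate 2 of the *tet2* m/m fish, at 8.17 points, and that of *inhbab* also without replicate 1 of the *tet2* m/m fish, at -17.0 points, by its adjusted p. Without replicate 2 of the *tet2* wt/wt fish the 2 islands differed by 25.4 and -31.1 points, and *tal2* by 28.2 points without replicate 1 of the *tet2* m/m fish. Of 1823 CpG islands tested on chromosomes 1 to 9, 31 were hypermethylated and 6 were hypomethylated in *tet2* m/m fish. The 2 genotypes' libraries did not overlap in 30 and 5 of them, and in 34.4% of all islands tested, where chance gives 33.3%. limma called 0 islands and 143 at an unadjusted p under 0.05, and the F test with overdispersion called 0 and 44. Without replicate 2 of the *tet2* wt/wt fish 57 islands were hypermethylated, and without replicate 2 of the *tet2* m/m fish 11 were hypomethylated.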

Of the 4,350 CpG islands assessed, 97 were hypermethylated and 15 were hypomethylated in 4-month-old *tet2*^*m/m*^ fish, similar to the pattern of promoter methylation (Figure 2F, Supplementary Table 2D). Notably, nine of the CpG islands were within gene promoter regions and showed a consistent pattern of differential methylation as the promoter region in 4-month-old *tet2*^*m/m*^ fish (Supplementary Table 2D).

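The island in the *KCTD15* promoter rose by 74.4 points in 4-month-old *tet2* m/m fish, and that in the *FAM83G* promoter, read at no fewer than 23 CpGs per library, by 20.1 points. Islands that overlapped the promoters of *ABHD8*, *PCDH9* and *pcdh7b* rose by 28.0, 17.9 and 20.0 points. The call of the *ABHD8* island was lost without replicate 1 of the *tet2* wt/wt fish, at 13.1 points, and that of the *PCDH9* island without replicate 2 of the *tet2* m/m fish, at 12.8 points. With 1 further island at *tjp2b*, a tight junction gene, 6 of the hypermethylated islands on chromosomes 1 to 9 overlapped a promoter that was hypermethylated as well, out of 6 that overlapped any promoter tested. An island and a promoter that overlap share reads, so they are 1 measurement and not 2. By the study's annotation, 10 of 444 islands between genes were hypermethylated, 8 of 444 in exons, 4 of 87 in introns, 3 of 304 in promoters and 6 of 518 without annotation.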

### *tet2*^*m/m*^ HSPCs acquire a distinct DNA methylation signature during aging

We next compared the DNA CpG methylation patterns in the gene promoter regions of 15-month-old *tet2*^*m/m*^ fish to those of 4-month-old *tet2*^*m/m*^ fish (Figure 3A). 

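The promoter of *depdc5*, a regulator of mTORC1, rose to 54.2 ± 9.74% (SD, n = 2) in 15-month-old *tet2* m/m fish from 2.76 ± 0.662% (SD, n = 2) in 4-month-old *tet2* m/m fish. *cthl*, which encodes cystathionine gamma-lyase, rose to 53.0 ± 8.61% from 11.1 ± 3.42%, the globin gene *cygb1* to 85.5 ± 4.37% from 63.9 ± 1.01% and *CRH*, which encodes corticotropin-releasing hormone, to 83.4 ± 1.21% from 55.4 ± 8.86%. The promoter of *ppp1r1c*, an inhibitor subunit of protein phosphatase 1, on chromosome 9 from 45496795 to 45497545 fell to 18.4 ± 7.18% from 86.1 ± 4.72%, that of the heme transporter gene *slc48a1b* to 49.2 ± 19.5% from 95.0 ± 1.30% and that of the muscle intermediate filament gene *desma* to 40.4 ± 3.42% from 94.9 ± 1.74%. *KCTD15* fell to 34.9 ± 6.59%, *SERINC4* to 13.9 ± 0.715% and *dbr1* to 17.9 ± 1.06%, and *NMB*, a neuromedin gene, fell to 44.3 ± 17.3% from 89.9 ± 3.05%. At *desma* the library with the least data held 2 CpGs, and *dbr1* was read at a total of 2 CpGs. *aktip*, read at a total of 1 CpG, lay at 55.8 ± 46.2% in 15-month-old fish, and its call was lost without replicate 2 of these fish, at -5.89 points. Without the same library *kazald3* was no longer called, at 10.3 points, nor was the histone gene *wu:fe11b02*, at 14.2 points, and without replicate 1 the change of *slc48a1b* was -31.6 points, in place of -47.7. Of 1759 promoters tested, 23 were hypermethylated and 29 were hypomethylated at 15 months, and the 2 ages did not overlap in 22 and 26 of these and in 32.3% of all promoters tested (chance gives 33.3%). Of 14 promoters of muscle genes 1 was hypermethylated and 2 were hypomethylated, 3 in all when adjusted over the list alone (Fisher's exact test, adjusted p = 0.132). limma called 0 promoters and 146 at an unadjusted p under 0.05, and the F test with overdispersion 0 and 44. Simulated unchanged groups, with 1 spread for all promoters of a group, gave 14.9 calls on average against 48 among 1726 promoters.

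**Figure D4:**
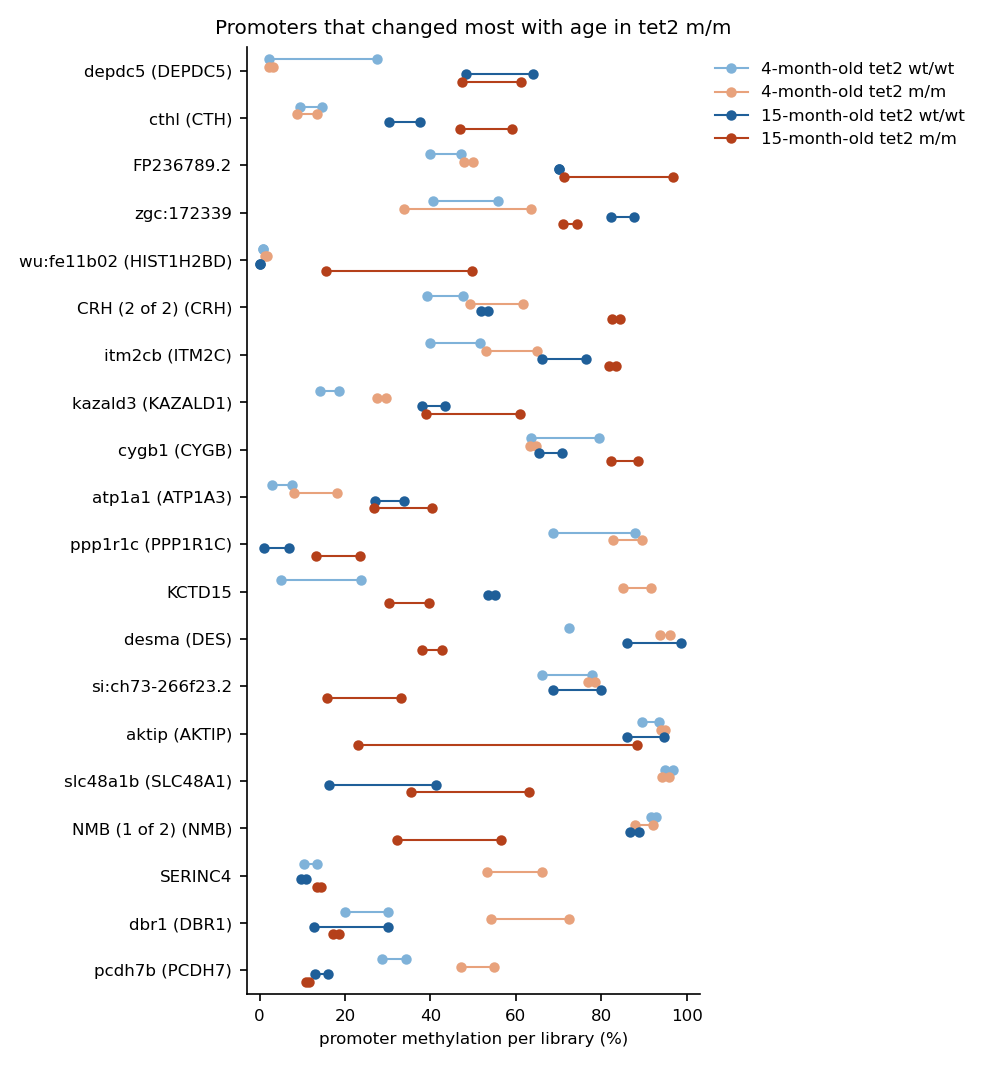
Methylation in percent of the promoters that changed most between 4 and 15 months in *tet2* m/m fish, the 10 with the largest rise above and the 10 with the largest fall below. Each point is 1 library and a line joins the 2 replicates of a group. For *aktip* the 15-month-old *tet2* m/m replicates lie at 88.4% and 23.1%.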

Of the 3,873 promoters analyzed, we found that 55 were significantly hypermethylated and 74 were significantly hypomethylated (Figure 3A, Supplementary Table 3A) at 15 months. We conducted GSEA to identify the transcription factor gene targets with promoters that had acquired significant hypermethylation or hypomethylation at 15 months, based on the CHEA Transcription Factor Target Dataset (18, 22). Hypermethylated gene promoters were identified to be targets of *CEBPB*, *RING1B*, *SOX2*, *SETDB1*, and *TCF4* (Figure 3B, Supplementary Table 3B). In addition, hypomethylated gene promoters were identified to be targets of *EZH2*, *CDX2*, *SOX9*, *RING1B*, and *SUZ12* (Figure 3C, Supplementary Table 3C). In addition to promoters, we also identified changes in DNA methylation in CGIs (Figure 3D, Supplementary Figure 3D). 

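The promoter of the integrin gene *itga7*, which the study lists for *CEBPB*, *SETDB1* and *TCF4*, rose to 86.6 ± 0.669% (SD, n = 2) in 15-month-old *tet2* m/m fish from 10.7 ± 1.54% at 4 months. *cdc14ab*, a phosphatase gene listed for *RING1B*, *SOX2* and *TCF4*, rose to 81.7 ± 16.6% from 15.9 ± 5.07%, and *CHRNA9*, an acetylcholine receptor gene listed for *SOX2*, rose to 83.3 ± 2.69% from 45.4 ± 3.94%. *crabp1a*, a retinoic acid binding protein gene, rose to 90.8 ± 2.45% from 58.5 ± 1.97% and *UHRF2* to 97.2 ± 0.852% from 70.3 ± 0.103%, both listed for *RING1B*. The promoters hypermethylated at 15 months were 10 of 10 listed for *CEBPB*, 10 of 10 for *RING1B*, 7 of 7 for *SOX2*, 9 of 9 for *SETDB1* and 4 of 4 for *TCF4*, lists that the study drew from its calls in these libraries. In *tet2* wt/wt fish, whose libraries did not enter the choice, the same lists held 6 of 10 promoters hypermethylated with age for *CEBPB*, 5 of 10 for *RING1B*, 2 of 7 for *SOX2*, 3 of 9 for *SETDB1*, with 1 hypomethylated, and 2 of 4 for *TCF4*. Of all promoters that the study called hypermethylated with age in *tet2* m/m fish, 51 could be read in *tet2* wt/wt fish. Among them 24 were hypermethylated and 2 hypomethylated, and the lists were not tested against that share.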

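The promoter of *parp6a*, listed by the study for *EZH2*, fell to 13.4 ± 0.299% (SD, n = 2) in 15-month-old *tet2* m/m fish from 58.5 ± 11.5% at 4 months, and *IRS4*, an insulin receptor substrate gene, fell to 12.6 ± 4.39% from 39.2 ± 1.02%. *cenpv*, a centromere protein gene listed for *CDX2* and *SOX9*, fell to 1.23 ± 1.23% from 38.3 ± 7.50%, and *gdf9*, a growth factor gene listed for *SOX9*, fell to 22.2 ± 1.84% from 50.9 ± 1.16%. *EFCAB10* fell to 1.35 ± 1.91% from 46.9 ± 5.27%, and *l3mbtl3*, which encodes a malignant brain tumor domain protein, fell to 30.9 ± 2.35% from 55.3 ± 9.08%. The promoters hypomethylated at 15 months were 14 of 15 measured for *EZH2*, 13 of 14 for *CDX2*, 10 of 10 for *SOX9*, 13 of 13 for *RING1B* and 21 of 22 for *SUZ12*. At 4 months 11 of 20 on the *SUZ12* list had been hypermethylated, 8 of 13 for *EZH2*, 6 of 13 for *CDX2*, 6 of 10 for *SOX9* and 6 of 11 for *RING1B*, in a comparison that shares the 4-month-old *tet2* m/m libraries. Of all 74 promoters that the study lists as hypomethylated with age, 28 are on its list of those hypermethylated at 4 months. The study picked the target lists from the same calls. In *tet2* wt/wt fish, whose libraries did not enter the choice, the promoters hypermethylated and hypomethylated with age numbered 5 and 2 of 12 for *EZH2*, 2 and 1 of 12 for *CDX2*, 2 and 1 of 10 for *SOX9*, 2 and 2 of 11 for *RING1B* and 4 and 6 of 19 for *SUZ12*. Over all promoters that the study called hypomethylated with age in *tet2* m/m fish, the numbers were 9 and 14 of 64. The lists were not tested against these shares.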

Of the 4,336 CGIs analyzed, we identified 76 that were significantly hypermethylated and 68 that were significantly hypomethylated in the HSPCs of 15-month-old *tet2*^*m/m*^ fish compared with 4-month-old *tet2*^*m/m*^ fish.

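An island in an exon of *irx5a*, an Iroquois homeobox gene, rose by 46.3 points in 15-month-old *tet2* m/m fish, and islands in exons of the homeobox genes *mnx1* and *hoxb2a* rose by 28.8 and 21.2 points. The intronic island of *klf7a* fell by 35.6 points, with a change of -21.5 points without replicate 1 of the 15-month-old fish, and an island at *scrt2*, a zinc finger gene, fell by 25.0 points. The island at *scrt2* was read at 1 CpG in the library with the least data, and its call was lost without replicate 1 of the 15-month-old fish, at -17.7 points, by its adjusted p. An island in an exon of *desma*, which overlapped its promoter and held 2 CpGs in the library with the least data, fell by 53.7 points. The island in the *U1* promoter fell by 18.9 points, and that of the *itm2cb* promoter rose by 22.7 points. Of 1772 islands tested, 26 were hypermethylated and 25 were hypomethylated, and the libraries of the 2 ages did not overlap in 25 and 23 of them and in 34.8% of all islands tested (chance gives 33.3%). Of these, 2 hypermethylated and 6 hypomethylated islands overlapped a promoter with the same change. limma called 0 islands and 163 at an unadjusted p under 0.05, and the F test with overdispersion called 0 and 67.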

We then assessed if the changes in the DNA CpG methylation acquired by HSPCs in 15-month-old *tet2*^*m/m*^ fish were a continuation of the differences identified between 4-month-old *tet2*^*m/m*^ and 4-month-old *tet2*^*wt/wt*^ fish (Supplementary Figure 1). We found that 89 of the gene promoters that were unchanged (or not significantly differentially methylated) in the 4-month-old fish were newly differentially methylated in the 15-month-old *tet2*^*m/m*^ fish compared with the 4-month-old *tet2*^*m/m*^ fish (Supplementary Figure 1). Interestingly, the new DMRs arising in 15-month-old *tet2*^*m/m*^ fish were approximately evenly divided between significant hypermethylation and hypomethylation. 

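*cthl* was methylated at 11.1 ± 3.42% (SD, n = 2) in 4-month-old *tet2* m/m fish, -1.47 points from 4-month-old *tet2* wt/wt fish, before it rose with age by 40.6 points. *cdc14ab* differed between the genotypes by 5.31 points at 4 months and then rose by 68.0 points. *IRS4*, which fell by 25.9 points with age, had differed by 6.82 points at 4 months, and the kinase gene *lrrk2*, read at 1 CpG in the library with the least data, fell by 24.9 points after a difference of -0.0570 points. Each of these promoters was also called with age in *tet2* wt/wt fish, in the same direction. The changes there were 21.9 points at *cthl*, 58.2 at *cdc14ab*, -20.6 at *IRS4* and -18.2 at *lrrk2*. That of *lrrk2* was -31.9 points without replicate 2 of the 15-month-old *tet2* wt/wt fish. Promoters without data for the comparison at 4 months count here as passing no threshold there. Of the promoters hypomethylated with age that the study lists, 13 of 15 for *EZH2* and 20 of 22 for *SUZ12* had such data. Among the promoters that the study called on all chromosomes, 43 passed no threshold at 4 months and were hypermethylated at 15 months, and 43 passed none at 4 months and were hypomethylated at 15 months. With at least 20 reads per CpG the second number was 27.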

Among the 44 newly hypermethylated gene promoters, 15 were predicted to be either *CEBPB or RING1B* targets, whereas the targets of the 45 newly hypomethylated gene promoters included *CDX2*, *YY1*, *CEBPB*, *ERA*, and *CREB1* (Supplementary Figure 1 and Supplementary Table 4).

Furthermore, 66 of the gene promoters that were hypermethylated in the HSPCs of 4-month-old *tet2*^*m/m*^ fish compared with those of 4-month-old *tet2*^*wt/wt*^ fish were not differentially methylated in the 15-month-old *tet2*^*m/m*^ compared with the 4-month-old *tet2*^*m/m*^ fish.

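*DMBX1* was methylated at 85.2 ± 3.28% (SD, n = 2) in 15-month-old *tet2* m/m fish, -5.92 points from its level at 4 months, and *DAGLA*, which encodes diacylglycerol lipase alpha, was at 72.2 ± 2.98% after 64.3 ± 6.59%. *ABHD8* was at 93.1 ± 2.80% after 88.6 ± 0.573% and *ftr82*, a TRIM family gene, at 63.6 ± 6.14% after 62.3 ± 1.99%. None of these 4 promoters passed the test for a change with age, and the hypermethylation of *ABHD8* at 4 months was lost without replicate 1 of the 4-month-old *tet2* wt/wt fish, at 12.5 points. Not every promoter hypermethylated at 4 months had data for the change with age, which 25 of 28 *SUZ12* and 16 of 21 *MTF2* targets had. Of the promoters that were hypermethylated at 4 months, including those without data, 65 passed no threshold between 4 and 15 months in *tet2* m/m fish. Without replicate 1 of the 4-month-old *tet2* wt/wt fish this number was 42. Missing the threshold does not show that a promoter in this class was stable.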

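*FAM83G* was methylated at 76.2 ± 0.921% (SD, n = 2) in 4-month-old *tet2* m/m fish, 19.8 points above *tet2* wt/wt fish, and fell to 47.6 ± 2.98% at 15 months. *CH25H* fell to 23.3 ± 10.3%, *PCDH9* to 10.5 ± 3.92% from 28.8 ± 6.68% and *pcdh7b* to 11.3 ± 0.528%. The fall of *PCDH9* was lost without replicate 2 of the 15-month-old *tet2* m/m fish, at -14.2 points, and without replicate 2 of the 4-month-old *tet2* m/m fish, at -13.1 points. Of the promoters low at 4 months in *tet2* m/m fish, *TRAK1* rose to 86.1 ± 8.21% and *fam171a1*, read at 1 CpG in the library with the least data, to 87.1 ± 18.2% at 15 months. Over all chromosomes 29 promoters were hypermethylated at 4 months and then hypomethylated, and 7 were hypomethylated at 4 months and then hypermethylated. Without replicate 2 of the 4-month-old *tet2* m/m fish the second number was 11. Both comparisons use the same 2 libraries of 4-month-old *tet2* m/m fish, in which a chance deviation appears as a gain in one and as a loss in the other. On chromosomes 1 to 10, 9 promoters were hypermethylated at 4 months and hypomethylated with age, where independent lists of that size share 0.467 and simulated unchanged groups share 0.440 on average and 2 at most. The covariance of the 2 differences was -12.9 squared points, against -4.81 simulated. The simulated groups shared these libraries as well, so their values hold what sharing gives at the modelled spread between replicates. Whether some promoters spread more widely than modelled was not tested.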

Twenty-eight promoters were hypermethylated in the HSPCs of 4-month-old *tet2*^*m/m*^ compared with those of 4-month-old *tet2*^*wt/wt*^ fish; these then lost methylation in 15-month-old *tet2*^*m/m*^ fish, whereas seven hypomethylated promoters in the HSPCs of 4-month-old *tet2*^*m/m*^ fish, compared with 4-month-old *tet2*^*wt/wt*^ fish, gained methylation in the HSPCs of 15-month-old *tet2*^*m/m*^ fish. Interestingly, the promoters of *TSC22D3* and *NKX2–5*, which were hypermethylated in 4-month-old *tet2*^*m/m*^ fish, become hypomethylated in 15-month-old *tet2*^*m/m*^ fish.

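The *TSC22D3* promoter fell from 49.9 ± 1.85% (SD, n = 2) to 1.55 ± 0.366% (SD, n = 2) between 4 and 15 months in *tet2* m/m fish, a pooled change of -48.2 points. In *tet2* wt/wt fish the same promoter fell to 5.28 ± 2.41% at 15 months, a change of -20.7 points. The *NKX2-5* promoter fell to 4.69 ± 6.63% in 15-month-old *tet2* m/m fish, over 1 CpG and 11 reads in the library with the least data, and rose to 36.3 ± 4.21% in *tet2* wt/wt fish. The rise of *NKX2-5* in *tet2* wt/wt fish was lost without replicate 1 of the 4-month-old fish, at 15.5 points. *NR2F2* fell short of the threshold in *tet2* m/m fish, at 84.4 ± 9.17% and a change of -13.3 points, and passed it without replicate 2 of the 15-month-old fish, at -19.1 points.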

We next sought to determine if the DNA CpG methylation changes identified in HSPCs between 4- and 15-month-old *tet2*^*m/m*^ fish were distinct from those observed during the normal aging process. We compared the DNA CpG methylation patterns in the gene promoter regions of HSPCs of 15-month-old *tet2*^*wt/wt*^ fish to those of the 4-month-old *tet2*^*wt/wt*^ fish (Figure 4A, Supplementary Table 5A). 

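In *tet2* wt/wt fish the promoter of *ppp1r1c* fell from 78.3 ± 13.6% (SD, n = 2) at 4 months to 3.94 ± 4.1% (SD, n = 2) at 15 months, and *slc48a1b* fell from 95.9 ± 1.33% to 28.8 ± 17.7%. *bmpr1bb*, a BMP receptor gene read at a total of 2 CpGs, fell to 38.8 ± 1.17% from 98.5 ± 2.08%. *mfn2*, which encodes mitofusin 2, fell to 46.1 ± 5.35% from 71.4 ± 0.693%, and *GLT1D1* to 0.0676 ± 0.0956% from 20.7 ± 6.07% over at least 1228 reads per library. The window shared by the small heat shock protein genes *hspb2* and *cryabb* rose to 72.2 ± 19.5% from 21.9 ± 13.1%, *depdc5* to 56.1 ± 11.2% from 14.8 ± 17.9%, the condensin gene *ncaph*, read at a total of 1 CpG, to 58.3 ± 11.8% from 13.0 ± 1.53% and *ftr82* to 72.8 ± 4.77% from 37.3 ± 1.58%. *asic2* rose to 86.2 ± 0.524%, and this call was lost without replicate 2 of the 4-month-old fish, at 13.0 points. The change of *depdc5* was 29.6 points without replicate 1 of the 4-month-old fish, in place of 45.7 points. The fall of *olfm2b* was lost without replicate 1 of the 15-month-old fish, at -10.4 points. Of 1894 promoters tested, 41 were hypermethylated and 16 were hypomethylated at 15 months, and the 2 ages did not overlap in 40 and 16 of them and in 32.3% of all promoters tested (chance gives 33.3%). Without replicate 1 of the 15-month-old fish 30 promoters were hypomethylated. limma called 0 promoters and 171 at an unadjusted p under 0.05, and the F test with overdispersion called 0 and 44. Simulated unchanged groups, with 1 spread for all promoters of a group, gave 12.7 calls on average against 49 among 1726 promoters.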

Of the 4,145 promoter regions analyzed, 99 promoters were hypermethylated and 44 were hypomethylated in the 15-month-old *tet2*^*wt/wt*^ fish (Figure 4A, and bottom row Figure 4B). 

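*KCTD15*, *isg15* and *ftr82* were hypermethylated both in 4-month-old *tet2* m/m fish and in 15-month-old *tet2* wt/wt fish, each compared with 4-month-old *tet2* wt/wt fish. *isg15*, an interferon-stimulated gene, was higher by 16.1 points in the first comparison and by 25.8 points in the second, and its first call was lost without replicate 1 of the 4-month-old *tet2* wt/wt fish, at 13.8 points, and without replicate 2 of the 4-month-old *tet2* m/m fish, at 9.66 points, while without replicate 1 of the latter it stood at 25.4 points. *ABHD8* was called in both as well, but without replicate 1 of the 4-month-old *tet2* wt/wt fish it stood at 12.5 and 8.46 points, and both calls were lost. *SERINC4* and *cenpv* were hypermethylated in the first comparison, and differed by -1.71 and -10.2 points in the second. Among 1726 promoters measured in all 8 libraries, 13 were hypermethylated in both, of 31 and 37, and on the study's own lists it is 39 of 98 and 99. Independent lists of this size share 0.665 promoters, and simulated unchanged groups share 2.18 on average and 6 at most. For promoters hypomethylated in both, the number is 0, of only 3 and 12, with 0.0209 from independent lists and 0.970 simulated. On the study's own lists 7 promoters are hypomethylated in both, of 20 and 44. Both comparisons use the 2 libraries of 4-month-old *tet2* wt/wt fish, and without their replicate 2 the number hypermethylated in both was 32. The covariance of the differences was 12.9 squared points, against 8.35 simulated. The simulated groups shared libraries in the same way, so their values hold what sharing gives at the modelled spread between replicates. A spread wider than modelled at some promoters was not tested directly. With each difference taken against another of the 2 wild-type libraries, the covariance was 5.74 squared points, as given further below.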

Interestingly, most of these changes affect different genes than those that differed between the 4-month-old *tet2*^*m/m*^ fish and 4-month-old *tet2*^*wt/wt*^ fish (middle row, Figure 4B). 

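The promoter of *ppp1r1c* fell with age by 68.0 points in *tet2* m/m fish and by 76.5 points in *tet2* wt/wt fish, and that of *slc48a1b* fell by 47.7 and 69.6 points. *depdc5* rose by 51.5 points in *tet2* m/m fish and 45.7 points in *tet2* wt/wt fish, and *cthl* was likewise hypermethylated with age in both genotypes. The change of *slc48a1b* in *tet2* m/m fish was -31.6 points without replicate 1 of the 15-month-old *tet2* m/m fish, and without replicate 1 of the 4-month-old *tet2* wt/wt fish that of *depdc5* in *tet2* wt/wt fish was 29.6 points. *KCTD15* fell by 54.9 points in *tet2* m/m fish and rose by 41.2 points in *tet2* wt/wt fish. No library enters both comparisons. Of 1726 promoters measured in all 8 libraries, 22 were hypermethylated with age in *tet2* m/m fish and 37 in *tet2* wt/wt fish, and 9 were in both lists (Fisher's exact test, p = 1.39e-10), where independent lists share 0.472. Of 26 and 12 promoters hypomethylated with age, 6 were in both (Fisher's exact test, p = 5.50e-09), where independent lists share 0.181. Fisher's exact test takes every promoter as separate and equally likely to be called. Its p values therefore do not measure the variation between fish, for which each group holds 2 libraries. The number that changed in opposite directions was 1, *KCTD15*, for a fall in *tet2* m/m fish, against 0.557 from independent lists, and 0 for a rise. On the study's lists for all chromosomes, 24 of 55 and 99 hypermethylated and 14 of 74 and 44 hypomethylated promoters are shared, 9 fell in *tet2* m/m fish and rose in *tet2* wt/wt fish, and 2 did the reverse. The covariance of the 2 changes was 10.5 squared points over all 1726 promoters, against 0.0310 in simulated unchanged groups.

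**Figure D5:**
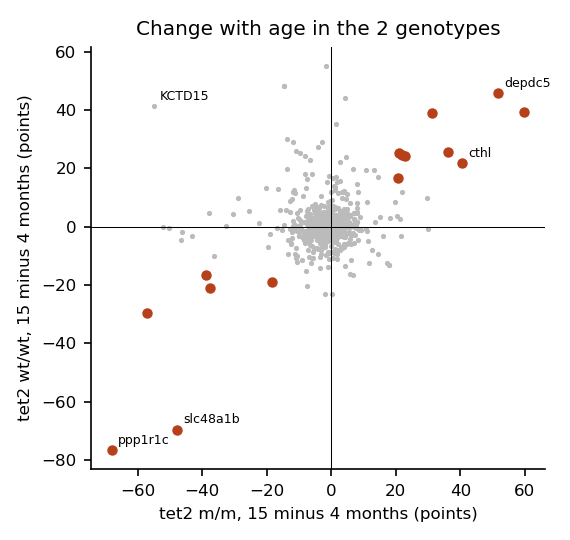
Change of promoter methylation from 4 to 15 months in percentage points in *tet2* m/m fish (horizontal axis) and *tet2* wt/wt fish (vertical axis). Each point is 1 promoter measured in both comparisons, and the red points passed the test in the same direction in both. *ppp1r1c* lies at -68.0 and -76.5 points and *KCTD15* at -54.9 and 41.2 points.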

Of the promoters identified as different between the 15-month-old *tet2*^*m/m*^ fish and 4-month-old *tet2*^*m/m*^ fish (top row, Figure 4B), most were different from the promoters that were differentially methylated during normal aging (bottom row, Figure 4B). Thus, of the small percentage of promoters with altered levels DNA methylation during normal aging, most of these alterations appear to depend on *tet2* because they are lost in *tet2*^*m/m*^ HSPCs (Supplementary Table 5B).

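The window of *hspb2* and *cryabb* rose by 48.3 points with age in *tet2* wt/wt fish, where the ages of *tet2* m/m fish differed by -14.5 points. In *tet2* wt/wt fish *ftr82* rose by 35.1 points and *sfrp1a*, a Wnt antagonist gene, by 27.4 points, against differences of 1.36 and -4.05 points in *tet2* m/m fish. These promoters were picked for their change in the *tet2* wt/wt libraries, so no test of the difference between the genotypes is given for them. Of 37 promoters hypermethylated with age in *tet2* wt/wt fish, 9 were hypermethylated, 1 was hypomethylated and 27 passed no threshold in *tet2* m/m fish. Their median change was 0.579 points in *tet2* m/m fish (quartiles -8.19 and 14.6) and 24.2 points in *tet2* wt/wt fish. Of 12 promoters hypomethylated with age in *tet2* wt/wt fish, 6 were hypomethylated and 6 passed no threshold in *tet2* m/m fish, at a median change of -13.1 points. Over all chromosomes, 83 of the study's hypermethylated promoters could be read in *tet2* m/m fish, where 24 were hypermethylated and 9 hypomethylated, and of 31 hypomethylated ones 13 were hypomethylated and 2 hypermethylated. A set chosen for a large change in one comparison reads smaller in another by chance alone, so the medians are not compared as effects. From the changes that are lost in *tet2* m/m fish the paper proposes that most alterations of normal aging depend on *tet2*.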

### *tet2*^*m/m*^ fish acquire aberrant DNA CpG promoter methylation, which overlaps with changes previously reported in human MDS specimens

We have previously shown that *tet2*-mutant fish develop trilineage dysplasia by 15 months of age, which progresses over the next 7 months to anemia, thus fulfilling the diagnostic criteria of MDS (27). The HSPCs of 15-month-old zebrafish are thus equivalent to the *tet2* mutant “pre-MDS” HSPCs in humans. A previous study assessed for the effect of *tet2* mutations in CD34^+^ HSPCs from MDS patients with age-matched controls (27). To determine if the DNA CpG methylation changes observed in the *tet2* fish model recapitulate the observations in humans, we compared DNA CpG methylation in gene promoter regions of 15-month-old *tet2*^*m/m*^ to the 15-month-old *tet2*^*wt/wt*^ fish (Figure 5A). 

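The promoter of *CRH* was methylated at 83.4 ± 1.21% (SD, n = 2) in 15-month-old *tet2* m/m fish and at 52.7 ± 1.14% (SD, n = 2) in 15-month-old *tet2* wt/wt fish, and that of *mbd3a*, which encodes a methyl-CpG-binding domain protein, at 55.3 ± 9.44% against 26.7 ± 4.85%. *sema3aa*, a semaphorin gene, was at 42.1 ± 7.99% against 15.9 ± 1.60%, the kinase gene *abl1* at 94.0 ± 0.156% against 73.5 ± 4.76%, *ugt2a4*, read at 1 CpG in the library with the least data, at 52.9 ± 10.1% against 16.3 ± 6.33% and *tjp2b* at 83.7 ± 1.87% against 64.9 ± 0.364%. Hypomethylated in *tet2* m/m fish were the window of *hspb2* and *cryabb* (11.6 ± 1.37% against 72.2 ± 19.5%), *desma* (40.4 ± 3.42% against 92.2 ± 8.98%), *NMB* (44.3 ± 17.3% against 87.8 ± 1.50%), *PAQR9* (11.8 ± 13.5% against 41.5 ± 5.46%) and the mitochondrial ADP/ATP carrier gene *slc25a4* (2.98 ± 4.21% against 30.1 ± 3.36%). *DMBX1* was at 85.2 ± 3.28% against 65.8 ± 7.25%, and its call was lost without replicate 1 of the *tet2* wt/wt fish, at 14.1 points. With only the CpGs covered in all 4 libraries, the calls of *CRH* and *sema3aa* were lost, at 14.9 and 11.3 points. Of 1776 promoters tested, 27 were hypermethylated and 27 were hypomethylated in *tet2* m/m fish, and the 2 genotypes did not overlap in 24 and 23 of them and in 31.1% of all promoters tested (chance gives 33.3%). Of 10 promoters of erythroid and heme genes 2 were hypermethylated, also 2 over the list alone (Fisher's exact test, adjusted p = 0.279), and of 89 promoters of 5S rRNA copies 2 were hypermethylated and 5 hypomethylated, 7 in all over the list alone (adjusted p = 0.181). limma called 0 promoters and 134 at an unadjusted p under 0.05, and the F test with overdispersion called 0 and 36. Simulated unchanged groups, with 1 spread for all promoters of a group, gave 16.6 calls on average against 51 among 1726 promoters.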

Of the 3,929 promoters analyzed, we identified 49 hypermethylated and 62 hypomethylated in the 15-month-old old *tet2*^*m/m*^ fish (Figure 5A, Supplementary Table 6). The small number of differentially methylated promoters in HSPCs of 15-month-old *tet2*^*m/m*^ fish overall compared with that in human MDS patient cells presumably reflects the less-complete sequencing coverage of the zebrafish genome and the fact that 15-month-old fish did not yet have MDS, which they would not develop for another 7 months (i.e., at 22 months of age). Nevertheless, 19.8% (*n* = 22) of the significantly differentially methylated gene promoters in 15-month-old zebrafish HSPCs overlapped with published differentially methylated promoters of human orthologs in MDS patients compared with those in age-matched control individuals (Figure 5B). These genes included *NKX2–5*, which is predicted to regulate aberrant gene expression in human MDS (28) and *CLK2*, a proposed oncogene in breast cancer (29); the promoters of both of these genes were hypomethylated in 15-month-old *tet2*^*m/m*^ fish compared with 15-month-old *tet2*^*wt/wt*^ fish.

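The promoter of *NKX2-5* was methylated at 4.69 ± 6.63% (SD, n = 2) in 15-month-old *tet2* m/m fish and at 36.3 ± 4.21% (SD, n = 2) in 15-month-old *tet2* wt/wt fish, a pooled difference of -30.0 points. The library with the least data held 1 CpG and 11 reads there. The promoter of *CLK2* (*clk2a*), a kinase gene on chromosome 19 from 9772050 to 9772800, was at 53.0 ± 5.50% against 68.6 ± 1.68%, a difference of -15.7 points over 2 CpGs and at least 51 reads. Its call was lost without replicate 1 of the *tet2* m/m fish, at -11.7 points, and without replicate 2 of the *tet2* wt/wt fish, at -14.6 points. At 4 months *clk2a* had read 54.5 ± 0.434% in *tet2* m/m fish and 30.5 ± 33.4% in *tet2* wt/wt fish, and its difference of 26.2 points was 0.301 points without replicate 1 of the *tet2* wt/wt fish, which ended that call, and 47.6 points without replicate 2. In both promoters the 2 *tet2* m/m libraries of 15-month-old fish lay below both *tet2* wt/wt libraries.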

### Loss of *tet2* in 4-month-old fish causes dysregulation of genes involved in interferon signaling and heme metabolism

We next determined the gene expression pathways that were either upregulated or downregulated in *tet2*^*m/m*^ HSPCs compared with *tet2*^*wt/wt*^ HSPCs in 4-month-old fish. We first identified differentially expressed genes (DEGs) in the 4-month-old *tet2*^*m/m*^ and 4-month-old *tet2*^*wt/wt*^ fish (Figure 6A, Supplementary Table 7A). We identified 105 upregulated genes and 119 downregulated genes (absolute log2-fold change > 1 and q-value < 0.05; Figure 6A). Pathway enrichment of the human orthologs of these zebrafish genes identified several dysregulated pathways within the hallmark gene sets from the Molecular Signature Database (MSigDB) (30). Upregulated genes were enriched in interferon alpha and gamma pathway genes and genes controlling MTORC1 signaling (Figure 6B, Supplementary Table 7B). Interferon-induced protein 44-like gene (*ifi44l*) was included in genesets for both interferon alpha and gamma pathways. Interestingly, each of the four orthologs of *ifi44l* in the zebrafish was upregulated by 5- to 19-fold in *tet2*-mutant zebrafish HSPCs compared with wild-type zebrafish HSPCs, as illustrated in Figure 7. The other upregulated genes in *tet2*-mutant zebrafish HSPCs in the interferon alpha and gamma pathways are shown in Supplementary Figure 2. In addition, the relative expression of representative upregulated genes in the mTORC1 signaling pathway is plotted in Supplementary Figure 3.

The genes in pathways that were downregulated in tet2-mutant HSPCs include *pqpig*, *slc4a1*, and *cpox*, which are associated with heme metabolism (Figure 8, Supplementary Table 7C). The downregulation of genes involved in heme metabolism in *tet2*-mutant zebrafish HSPCs is in line with the finding that the cell type found to be significantly decreased in the peripheral blood was the erythrocyte. Furthermore, by 24 months of age, most of the *tet2* homozygous mutant fish tested were found to have anemia (7). Downregulated genes were also enriched for the E2F targets and G2M checkpoint (Supplementary Figure 4) and interleukin 2 (IL2)/signal transducer and activator of transcription 5 (STAT5) signaling (Supplementary Figure 5). It will be important in future studies to examine protein expression by Western blotting to verify that the levels of differences of the expressed proteins correspond to the differences of the RNA expression values.

Finally, we assessed the possible correlation between the gene promoters subject to differential methylation and the pattern of gene expression using GSEA (30). We found a negative association between hypermethylated gene promoters and gene expression changes observed in 4-month-old *tet2*^*m/m*^ fish compared with 4-month-old *tet2*^*wt/wt*^ fish (Figure 9).

## Discussion

In this study, we examined the CpG methylation levels of gene promoters and CpG islands of *tet2*-mutant and wild-type HSPCs in zebrafish at 4 months of age, by which point the fish had reached reproductive age, and at 15 months of age, to analyze age-related changes that occur after maturity. We found that at 4 months of age, five times more gene promoters and CpG islands were hypermethylated in *tet2*-mutant fish compared with wild-type zebrafish than were hypomethylated (Figure 2C), consistent with the known function of *tet2* in catalyzing the removal of methylation from CpG sites in the genome. Interestingly, the hypermethylation was found at promoters of the targets of the polycomb repressive complex 2 (PRC2), which includes SUZ12 and MTF2, known to help recruit PRC2 to its targets in DNA (Figure 2). The PRC2 complex plays an important role in histone trimethylation for the establishment of H3K27me3, which is associated with the repression of gene expression (31).

As noted, the increased proportion of hypermethylated compared with hypomethylated genes in HSPCs at 4 months of age is consistent with the known role of *tet2* in catalyzing the removal of aberrant CpGs that arise during embryogenesis (32). However, in our study of the HSPCs of 15-month-old fish, we observed an unexplained reversal of this trend as the *tet2*-mutant fish matured from 4 months to 15 months of age. In contrast to the predominate hypermethylation of gene promoter CpGs in the 4-month-old *tet2*-mutant fish compared with wild-type HSPCs (Figure 2C), in the 15-month-old *tet2*-mutant fish compared with wild-type HSPCs, we observed an approximately 1.5-fold greater representation of hypomethylated than hypermethylated promoters (Figure 5A). To understand this unexpected trend toward promoter hypomethylation in *tet2*-mutant HSPCs as fish age from 4 months to 15 months, we examined the successive changes with age in *tet2*-mutant fish compared with wild-type fish (Figure 4B). This comparison demonstrates that the change in the promoter DNA methylation pattern does not represent a smooth progression as *tet2*-mutant fish age from 4 to 15 months. This heat map demonstrates that approximately half of the genes that were hypermethylated at 4 months of age remain hypermethylated, whereas a significant proportion become newly hypermethylated or hypomethylated as the *tet2*-mutant fish age to 15 months (right side of the top row of Figure 4B). The basis for these new changes appearing as the fish age and how it relates to the mutational inactivation of *tet2* in these fish is unknown and represents an important question for further study. It is likely that the mechanism driving these changes will prove to be important, because the risk of myeloid malignancy increases with age in both zebrafish and humans with *tet2*-mutant HSPCs.

DNA methylation changes near the transcription start sites have been closely associated with tissue-specific alterations in gene expression (33, 34). Genes with hypermethylated promoters showed overall decreased expression in the HSPCs of 4-month-old fish (Figure 9). Genes that were significantly upregulated in the HSPCs of 4-month-old fish were associated with the interferon alpha and gamma response, which is consistent with recent studies in murine models linking *tet2* mutations to the increased expression of proinflammatory cytokines in *tet2*-mutant myeloid malignancies (35). Further studies investigating the impact of promoter DNA methylation on gene expression *in vivo* in the HSPCs of *tet2* fish compared with wild type fish will benefit from new approaches using single cell RNA-sequencing to separately examine gene expression in different subset of HSPCs in the kidney marrow.

## Supplementary Material

Supplementary Table 1

Supplementary Table 2

Supplementary File

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

Supplementary Table 6

Supplementary Table 7

## Figures and Tables

**FIGURE 1:**
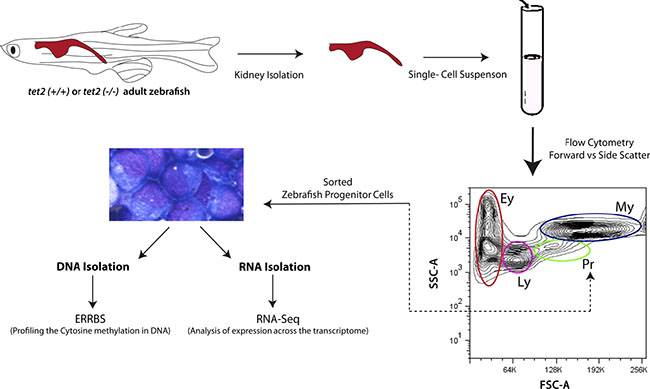
Schematic overview of studies of DNA methylation and RNA expression by zebrafish kidney marrow cells. The site of hematopoiesis in the adult zebrafish is in the head kidney (upper left of the diagram). Head kidney marrow cells from 4- and 15-month-old zebrafish were isolated and the progenitor cells were sorted by fluorescence-activated cell sorting based on their forward and side light scatter properties, as previously described (7). The sorted progenitor cells were then processed for DNA extraction using enhanced reduced representation of bisulfite sequencing to assess cytosine methylation. RNA was also extracted from an aliquot of the sorted progenitor cells for poly(A)+ RNA sequencing, as described in the Methods section. tet2, Ten-eleven translocation 2; ERRBS, Enhanced Reduced Representation of Bisulfite sequencing; Ey, erythrocytes; Ly, lymphocytes; Pr, progenitors; My, myelomonocytes.

**FIGURE 2:**
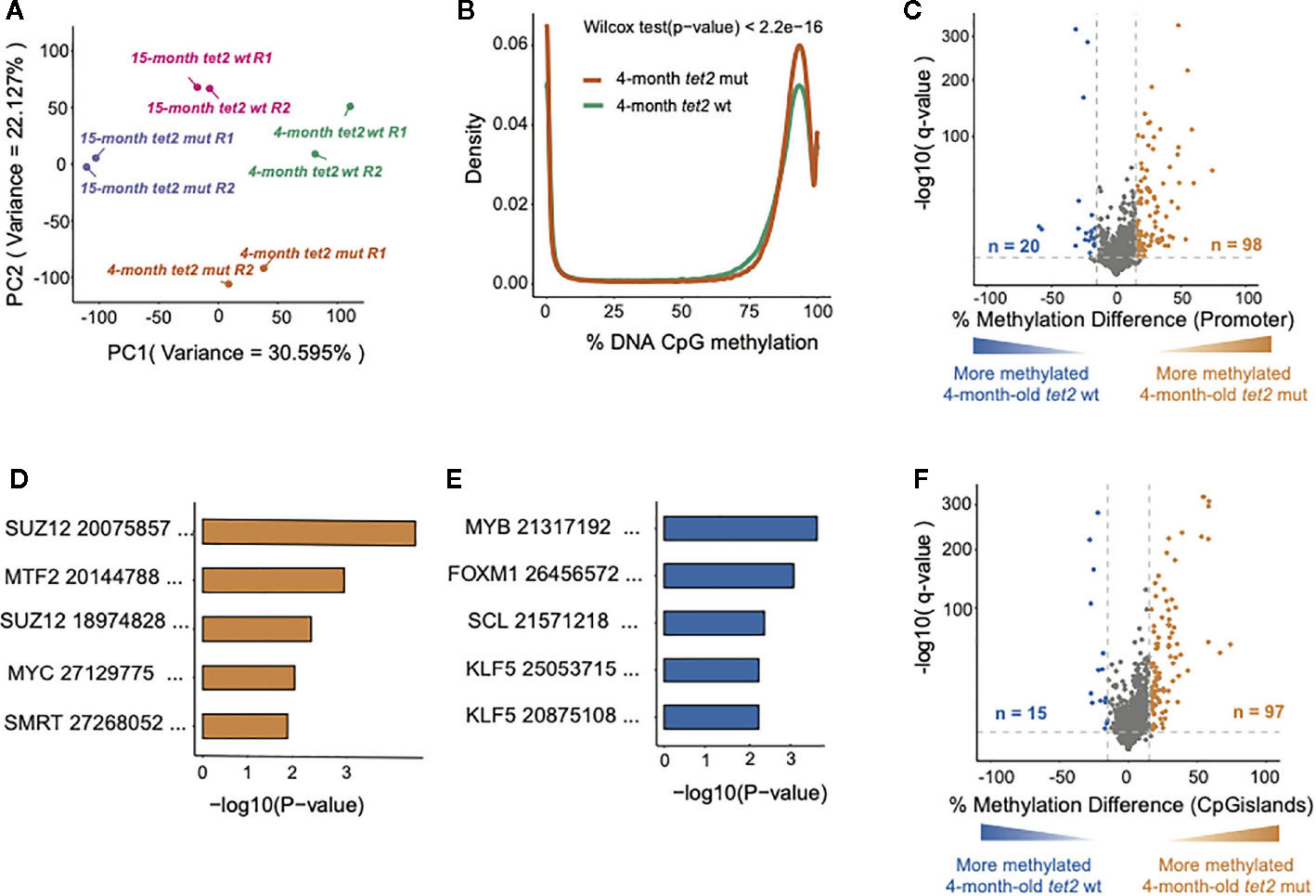
Loss of *tet2* associated with the gain of CpG methylation in HSPCs of 4-month-old. **(A)** Principal component analysis (PCA) of high-variance CpGs showing the variability between biological samples and similarities between the replicates (the replicates are indicated as R1 and R2). **(B)** Density plots showing the distribution of the percent DNA CpG methylation in HSPCs of 4-month-old *tet2*^*m/m*^ and 4-month-old *tet2*^*wt/wt*^ fish. The difference between the distribution curves was calculated using the Wilcoxon rank-sum test. **(C)** The percentage differences in the methylation of cytosines within the promoter regions (500 bp to +250 bp upstream and downstream of the transcription initiation site) of annotated genes from 4-month-old *tet2*^*m/m*^ fish compared with 4-month-old *tet2*^*wt/wt*^ fish. The percentage difference in the methylation status of CpG sites in each promoter region is plotted on the *x*-axis and the negative logarithm of the adjusted *p*-value is on the *y*-axis. The promoters with an absolute change greater than 15% and an adjusted *p*-value less than 0.05 are colored. Genes that were hypermethylated in the 4-month-old *tet2*^*m/m*^ fish are colored in orange and those that were hypomethylated are colored in blue. **(D)** Gene set enrichment analysis of hypermethylated gene promoters (human orthologs) against the transcription factor target ChEA 2022 database using EnrichR. The five most significant pathways are shown. The *x*-axis indicates the negative logarithm of the *p*-value from the enrichment results. **(E)** Gene set enrichment analysis of hypomethylated gene promoters (human orthologs) against the transcription factor target (ChEA 2022) database using EnrichR, as in panel **(C)** The five most significant pathways were plotted. The *x*-axis shows the negative logarithm of the *p*-value from the enrichment results. **(F)** The percentage differences in the methylation of cytosines within the CpG island regions in 4-month-old *tet2*^*m/m*^ fish compared with 4-month-old *tet2*^*wt/wt*^ fish. The percentage difference in the methylation status of CpG sites in each CpG island region is plotted on the *x*-axis and the negative logarithm of the adjusted *p*-value is on the *y*-axis. The CpG islands with an absolute change greater than 15% and an adjusted *p*-value less than 0.05 are colored. The CpG islands that were hypermethylated in the 4-month-old *tet2*^*m/m*^ fish are colored in orange and those that were hypomethylated are colored in blue.

**FIGURE 3:**
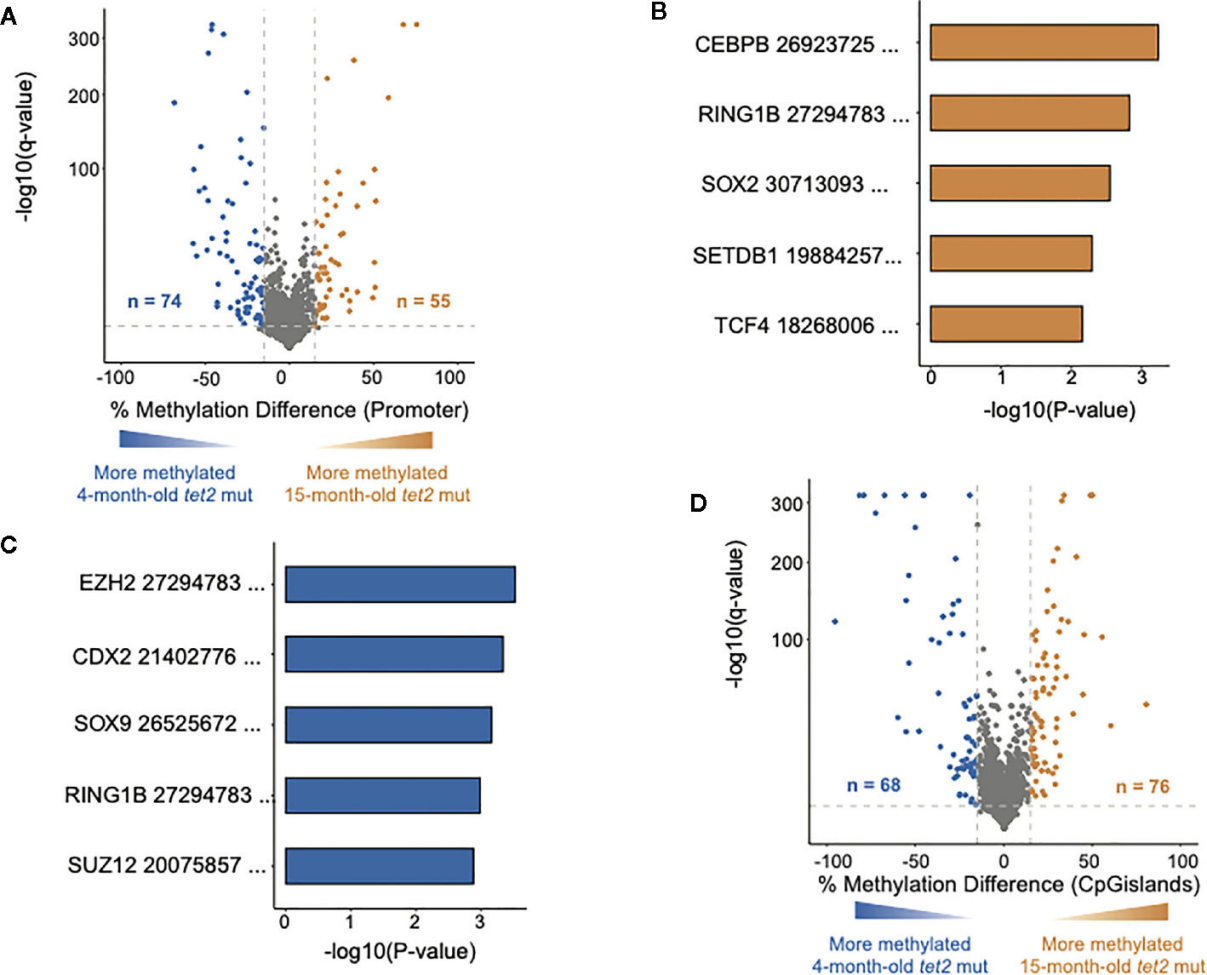
DNA methylation changes in HSPCs of aging *tet2*^*m/m*^ fish. **(A)** The percentage differences in the methylation of cytosines within the promoter regions (500 bp to +250 bp upstream and downstream of the transcription initiation site) of annotated genes from 15-month-old *tet2*^*m/m*^ fish compared with 4-month-old *tet2*^*m/m*^ fish. The percentage difference in the methylation status of each promoter region is plotted on the *x*-axis and the negative logarithm of the adjusted *p*-value is on the *y*-axis. The regions with an absolute change greater than 15% and an adjusted *p*-value less than 0.05 are colored. The genes that were hypermethylated in the 15-month-old *tet2*^*m/m*^ fish are colored in orange and those that were hypomethylated are colored in blue. **(B)** Gene set enrichment analysis of hypermethylated gene promoters (human orthologs) against the ChEA 2022 database using EnrichR. The top five significant pathways were plotted. The *x*-axis indicates the negative logarithm of the *p*-value from the enrichment results. The *y*-axis represents individual pathways. **(C)** Gene set enrichment analysis of hypomethylated gene promoters (human orthologs) against the transcription factor target database (ChEA 2022) using EnrichR. The top five significant pathways were plotted. The *x*-axis indicates the negative logarithm of the *p*-value from the enrichment results. The *y*-axis indicates the individual pathways. **(D)** The percentage differences in the methylation of cytosines within the CpG island regions in 15-month-old *tet2*^*m/m*^ fish compared with 4-month-old *tet2*^*m/m*^ fish. The percentage difference in methylation status of CpG sites in each CpG island region is plotted on the *x*-axis and the negative logarithm of the adjusted *p*-value is on the *y*-axis. The CpG islands with an absolute change greater than 15% and an adjusted *p*-value less than 0.05 are colored. The CpG islands that were hypermethylated in the 4-month-old *tet2*^*m/m*^ fish are colored in orange and those that were hypomethylated are colored in blue.

**FIGURE 4:**
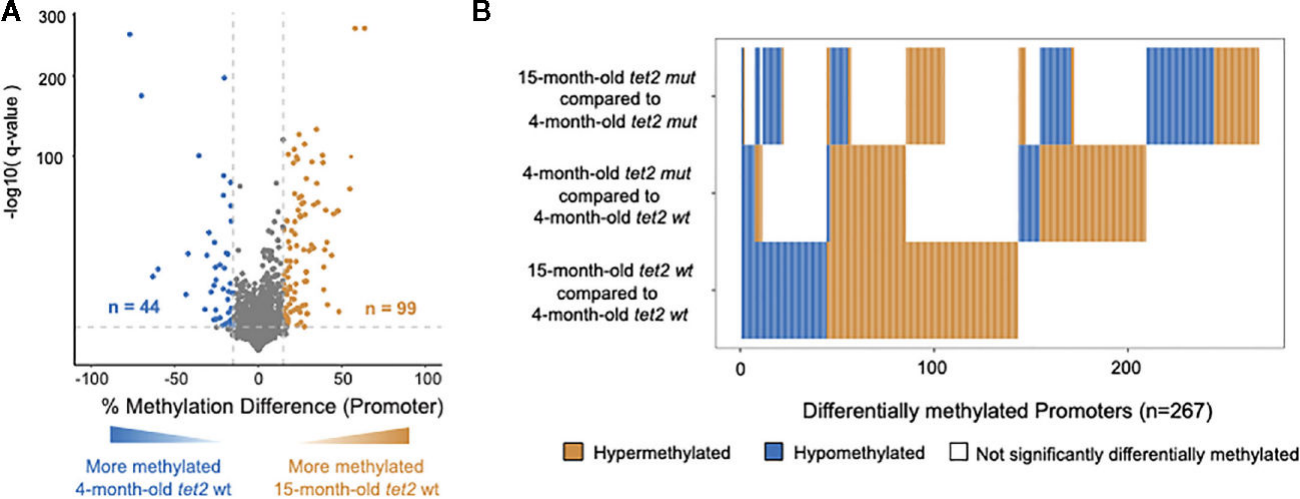
DNA methylation changes in HSPCs of aging *tet2*^*wt/wt*^ fish. **(A)** The percentage differences in the methylation of cytosines within the promoter regions (500 bp to +250 bp upstream and downstream of the transcription initiation site). HSPCs from 15-month-old *tet2*^*wt/wt*^ fish were compared with those of 4-month-old *tet2*^*wt/wt*^ fish, with the latter as the baseline. The percentage difference in the methylation status of CpG sites in each promoter region is plotted on the *x*-axis and the negative logarithm of the adjusted *p*-value is on the *y*-axis. The regions with an absolute change greater than 15% and an adjusted *p*-value less than 0.05 are colored. The genes that were hypermethylated in the 15-month-old *tet2*^*wt/wt*^ fish are colored in orange and those that were hypomethylated are colored in blue. **(B)** Horizontal bar plot comparing the methylation status of significantly differentially methylated promoters identified in 15-month-old *tet2*^*m/m*^ fish compared with 4-month-old *tet2*^*m/m*^ fish (top); 4-month-old *tet2*^*m/m*^ fish compared with 4-month-old *tet2*^*wt/wt*^ fish (middle); and 15-month-old *tet2*^*wt/wt*^ fish compared with 4-month-old *tet2*^*wt/wt*^ fish (bottom). Orange represents > 15% hypermethylation, blue represents > 15% hypomethylation, and white represents no differential methylation.

**FIGURE 5:**
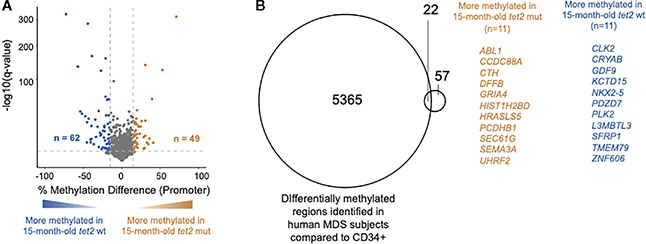
Overlap of DNA CpG promoter methylation in *tet2*^*m/m*^ fish with changes previously reported in human MDS specimens. **(A)** The percentage differences in the methylation of cytosines within the promoter regions (500 bp to +250 bp upstream and downstream of the transcription initiation site) in the HSPCs of 15-month-old *tet2*^*m/m*^ fish compared with those 15-month-old *tet2*^*wt/wt*^ fish, with the latter as the baseline. The percentage difference in the methylation status of the CpG sites in each promoter region is plotted on the *x*-axis and the negative logarithm of the adjusted *p*-value is on the *y*-axis. The regions with an absolute change greater than 15% and an adjusted *p*-value less than 0.05 are colored. The genes that were hypermethylated in the 15-month-old *tet2*^*m/m*^ fish are colored in orange and those that were hypomethylated are colored in blue. **(B)** Overlap of differentially methylated promoters identified in Figure 5A with those identified in human MDS specimens. Common genes are highlighted—genes in orange are hypermethylated in the HSPCs of 15-month-old *tet2*^*m/m*^ fish and those in blue are hypomethylated in the HSPCs of 15-month-old *tet2*^*m/m*^ fish.

**FIGURE 6:**
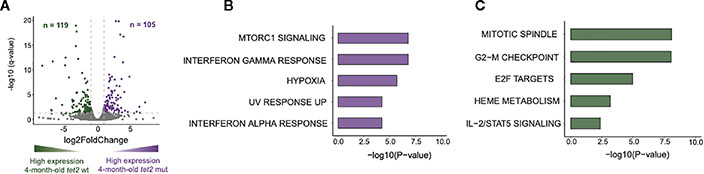
Loss of *tet2* associated with changes in expression of genes associated with inflammation, metabolism, and the cell cycle in 4-month HSPCs. **(A)** Volcano plot representing the differentially expressed genes identified from the bulk-RNAseq sequencing data. Differentially expressed genes were identified between 4-month-old *tet2*^*m/m*^ and 4-month-old *tet2*^*wt/wt*^ HSPCs, with 4-month-old *tet2*^*wt/wt*^ as the baseline. The genes with an absolute log2-fold change greater than 1 and an adjusted *p*-value less than 0.05 are colored. The upregulated genes in the 4-month-old *tet2*^*m/m*^ fish are colored in violet and the downregulated genes in the 4-month-old *tet2*^*wt/wt*^ fish are colored in dark green. **(B)** Pathway enrichment analysis of the upregulated genes against the hallmark database was conducted using EnrichR. The top five significant pathways (*p* < 0.05) were plotted. The *x*-axis indicates the negative logarithm of the *p*-value from the enrichment results. The *y*-axis represents individual pathways. **(C)** Pathway enrichment analysis of the downregulated genes against the hallmark database was conducted using EnrichR. The top five significant pathways were plotted. The *x*-axis indicates the negative logarithm of the *p*-value from the enrichment results. The *y*-axis represents individual pathways.

**FIGURE 7:**
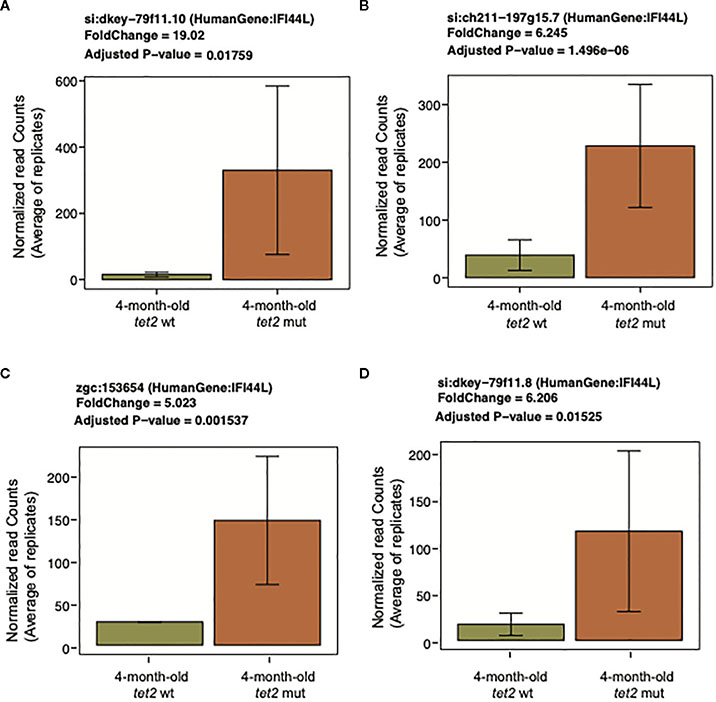
Upregulation of interferon-induced protein 44-like (*IFI44L*). Bar plots representing the normalized expression values averaged across replicates on the *y*-axis and 4-month-old *tet2*^*wt/wt*^ fish and *tet2*^*m/m*^ fish on the *x*-axis. The error bars are calculated as mean expression ± standard deviation. **(A–D)** represent different orthologs of this gene in zebrafish.

**FIGURE 8:**
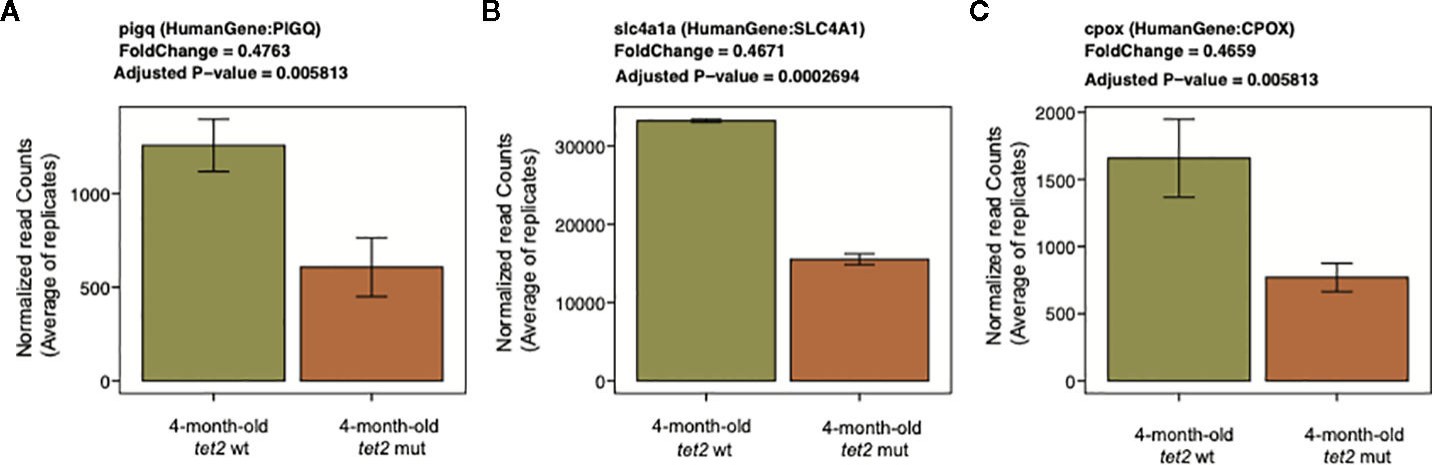
Representative downregulated genes associated with the heme metabolism pathway. Bar plots representing the normalized expression values averaged across replicates on the *y*-axis and 4-month-old *tet2*^*wt/wt*^ fish and *tet2*^*m/m*^ fish on the *x*-axis. The error bars are calculated as mean expression ± standard deviation. PIGQ, Phosphatidylinositol Glycan Anchor Biosynthesis Class Q; SLC4A1, Solute Carrier Family 4 Member 1; CPOX, Coproporphyrinogen Oxidase.

**FIGURE 9:**
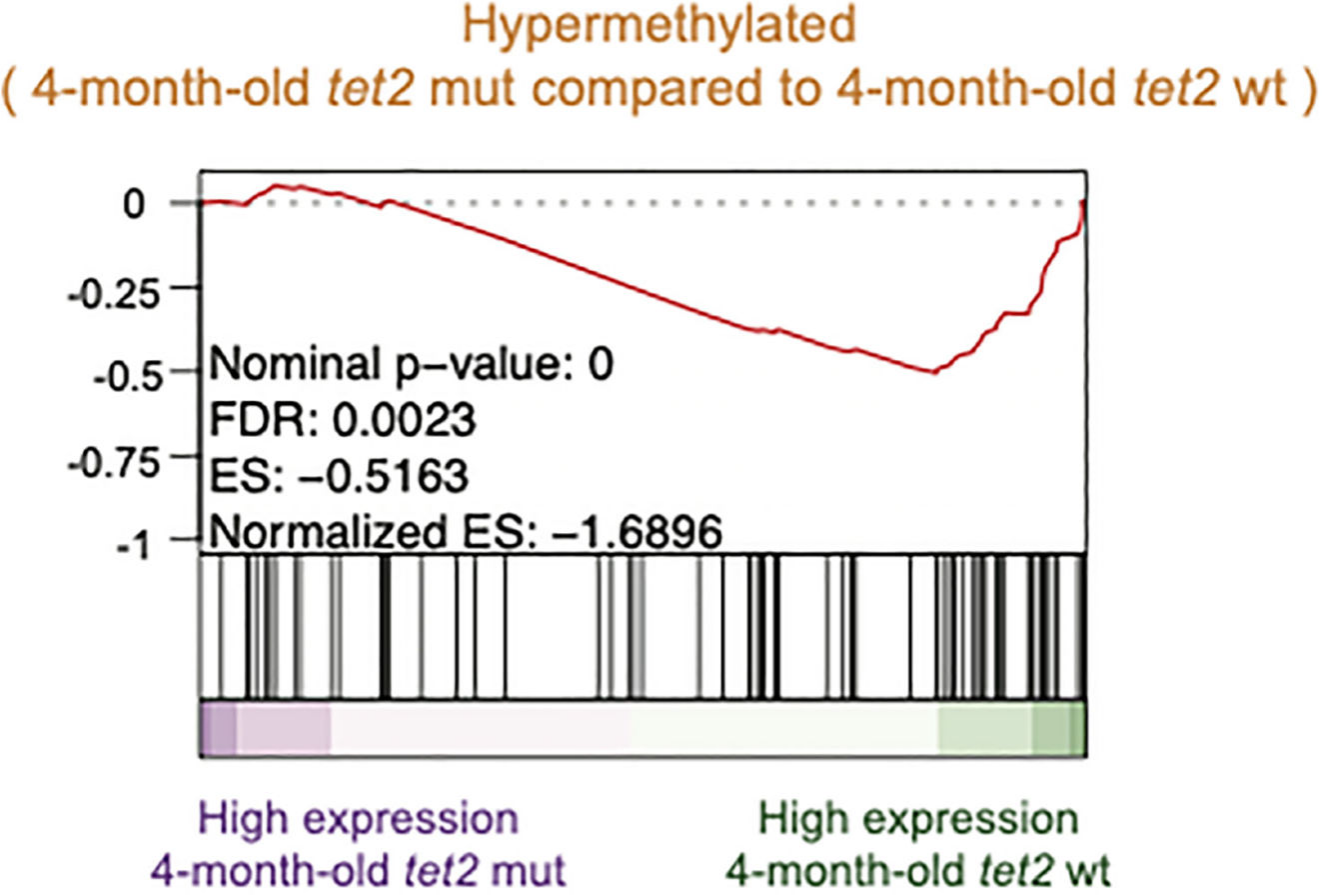
Negative association between hypermethylated gene promoters and gene expression changes observed in 4-month-old *tet2*^*m/m*^ fish compared with 4-month-old *tet2*^*wt/wt*^ fish. Gene set enrichment analysis of hypermethylated promoters identified in Figure 2A against the ranked list of genes (sorted from the highest fold change value to the lowest) identified from Figure 6A.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE238176. Scripts used for analyses and figures’ generation are available here: https://github.com/Yaseswini/TET2_MDS.

# Supplementary material for: Depletion of tet2 results in age-dependent changes in DNA methylation and gene expression in a zebrafish model of myelodysplastic syndrome
**Source:** Front Hematol. Author manuscript; Available in PMC 2023 Nov 7.
**Supplement:** Supplementary Table 1

Supplementary Material

Depletion of *tet2* in zebrafish results in age-dependent changes in DNA methylation and gene expression in zebrafish model of myelodysplastic syndrome

Yaseswini Neelamraju^#^, Evisa Gjini^#^, Sagar Chhangawala, Hao Fan, Shuning He, Chang-Bin Jing, Ashley T Nguyen^,^ Subhash Prajapati, Caroline Sheridan, Yariv Houvras, Ari Melnick, A.Thomas Look^*^, Francine Garrett-Bakelman^*^

^#^ These authors contributed equally

Francine E. Garrett-Bakelman

## Supplementary Tables

**1A)**

**1B)**

**Supplementary Table 1: A)** Sequencing statistics from ERRBS. B) Sequencing statistics from bulk RNA-sequencing.

# Supplementary material for: Depletion of tet2 results in age-dependent changes in DNA methylation and gene expression in a zebrafish model of myelodysplastic syndrome
**Source:** Front Hematol. Author manuscript; Available in PMC 2023 Nov 7.
**Supplement:** Supplementary File

Supplementary Material

Depletion of *tet2* in zebrafish results in age-dependent changes in DNA methylation and gene expression in zebrafish model of myelodysplastic syndrome

Yaseswini Neelamraju^#^, Evisa Gjini^#^, Sagar Chhangawala, Hao Fan, Shuning He, Chang-Bin Jing, Ashley T Nguyen^,^ Subhash Prajapati, Caroline Sheridan, Yariv Houvras, Ari Melnick, A.Thomas Look^*^, Francine Garrett-Bakelman^*^

^#^ These authors contributed equally

Francine E. Garrett-Bakelman

# Supplementary Figures

## Supplementary Figures

**Supplementary Figure 1: Comparing differentially** **methylated regions identified between HSPCs of 4-month-old *tet2^m/m^* and 4-month-old *tet2^wt/wt^* to those identified between HSPCs of 15-month-old *tet2^m/m^* and 4-month-old *tet2^m/m^*** Horizontal bar plot comparing the differentially methylated promoters between 15-month-old *tet2^m/m^* and 4-month-old *tet2^m/m^* (top) and 4-month-old *tet2^m/m^* and 4-month-old *tet2^wt/wt^* (bottom). Orange depicts >15% hypermethylation (q < 0.05), blue represents >15% hypomethylation (q<0.05) and white represents no differential methylation

**Supplementary Figure 2: Relative expression of representative significantly upregulated genes associated with interferon alpha and interferon gamma pathways.** Bar plots representing the normalized expression values averaged across replicates on the Y-axis and 4-month-old *tet2^wt/wt^* and *tet2^m/m^* on the X-axis. Error bars are calculated as mean expression +/- standard deviation. MX1= MX Dynamin Like GTPase 1; CASP1 = Caspase 1; STAT1 = Signal Transducer And Activator Of Transcription 1; IFITM3 : Interferon Induced Transmembrane Protein 3.

**Supplementary Figure 3: Relative expression of representative significantly upregulated genes associated with mTORC1 signaling.** Bar plots representing the normalized expression values averaged across replicates on the Y-axis and 4-month-old *tet2^wt/wt^* and *tet2^m/m^* on the X-axis. Error bars are calculated as mean expression +/- standard deviation. NAMPT = Nicotinamide Phosphoribosyltransferase; EGLN3 = Egl-9 Family Hypoxia Inducible Factor 3; CALR = Calreticulin.

**Supplementary Figure 4: Relative expression of representative significantly downregulated genes associated with cell cycle pathways.** Bar plots representing the normalized expression values averaged across replicates on the Y-axis and 4-month-old *tet2^wt/wt^* and *tet2^m/m^* on the X-axis. Error bars are calculated as mean expression +/- standard deviation. NUP107 = Nucleoporin 107; CENPE = Centromere Protein E; HMMR = Hyaluronan Mediated Motility Receptor; ESPL1 = Extra Spindle Pole Bodies Like 1, Separase; SMC4 = Structural Maintenance Of Chromosomes 4.

**Supplementary Figure 5: Relative expression of representative significantly downregulated genes associated with IL2-STAT5 signaling pathway.** Bar plots representing the normalized expression values averaged across replicates on the Y-axis and 4-month-old *tet2^wt/wt^* and *tet2^m/m^* on the X-axis. Error bars are calculated as mean expression +/- standard deviation. S100A1 = S100 Calcium Binding Protein A1; ITIH5 = Inter-Alpha-Trypsin Inhibitor Heavy Chain 5.

How the deposited data were processed for this re-analysis (not part of the article)

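Methylation was measured by ERRBS in sorted HSPCs of the kidney marrow, in 8 libraries: 2 replicates each of *tet2* wt/wt and *tet2* m/m fish, sampled at 4 months and at 15 months. For every library the authors deposited 1 line per cytosine on Zv9, with the strand, the coverage as a count of reads, and the percent of those reads that were methylated and the percent that were unmethylated. The authors had aligned reads of 50 bp, and the deposited positions list the 2 strands of a CpG apart. Reads covered 1750926 to 2399509 cytosines per library, and 6869024 positions had a read in any library. Methylated reads were computed from the count and the percent and rounded to whole reads, and cytosines with fewer than 10 reads were left out, after the study's methods. The depth and the counting error it gives are stated beside the description of ERRBS above.

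Promoter windows and CpG islands were those listed by the study for the same comparison, on chromosomes whose entries were held completely: chromosomes 1 to 10 for promoters and 1 to 9 for islands. Of Supplementary Table 3A 1998 entries were read and 1879 were not held, and of Supplementary Table 5A 1998 and 2151. Of Supplementary Table 6 1998 entries were read and 1935 were not held. For islands it was 1998 and 2482 of Supplementary Table 2D, and 1967 and 2388 of Supplementary Table 3D. No annotation of Zv9 was at hand to build the windows of the other chromosomes. Promoters that the study called on all chromosomes are listed in full in its Supplementary Tables 4 and 5B, with 208 and 267 entries, and were measured as a separate set. Tiles of 1000 bp with at least 3 CpGs in each of the 8 libraries were laid over the whole genome. Depth per promoter was taken as the reads of the library with the fewest, each read counted at every CpG it covers. Its median was 302 to 332 over the 4 comparisons.

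Reads were summed over the CpGs of a region in each library, and groups were compared by a likelihood ratio test of a logistic model on pooled reads, written in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 after the default of methylKit, with Benjamini-Hochberg adjustment. A region was called at an adjusted p under 0.05 and a pooled difference of at least 15 points. limma 3.58.1 in R 4.3.3 was run on the log2 ratio of methylated to unmethylated reads of each library with an offset of 0.5, and the overdispersed form of the logistic model was tested by F. The genotype by age term of the logistic model tested whether age changes differed between the genotypes. Chance overlap of called promoters was taken from 100 simulations of unchanged groups, drawn from a beta-binomial with the spread seen between replicates (seed 7). The methods were tested on simulated data with known changes in 200 promoters per comparison. With the spread between replicates, the logistic model recovered 78 to 87% of changes of 20 points and 99 to 100% of changes of 40 points and called 13 to 23 unchanged promoters. limma recovered 32 to 47% and 50 to 63% and called 0 to 1 unchanged promoters. Recovery after adjustment depends on the share of promoters changed, and 200 is more than the logistic model called in any comparison. The true share is not known, and 1 spread was used for all promoters, so these percentages may not hold for the real libraries. Figures were drawn with matplotlib 3.10.9.

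Genes were named by a rule: every gene whose promoter methylation the paper names, and for each comparison the 10 hypermethylated and 10 hypomethylated promoters of protein-coding genes with the largest differences among those called, in which both libraries of a group lay beyond both of the other. The rule also took up to 4 members each of 14 gene lists: developmental transcription factors, protocadherins and cadherins, blood cell regulators, chromatin and DNA methylation factors, interferon and innate immunity, erythroid and heme genes, lymphoid markers, kidney tubule markers, muscle genes, neuronal receptors and channels together with genes of synaptic enzymes and vesicle proteins, ribosomal and housekeeping genes, germline and egg genes, cell cycle and replication, and 5S rRNA copies. Rule, lists and alternatives were fixed before the deposited data were examined. The paper's tables of these promoters, which hold calls from the same libraries, had been read by then. Members of the study's target lists and CpG islands that are named were chosen after their values were seen. Alternatives covered the minimum of reads, the maximum coverage, the CpGs summed, the weighting of libraries, the test, the replicate number as a block, the thresholds, the regions tested, the tile size, and leaving out each library in turn. RNA-seq and the overlap with human MDS were not analysed here. No enrichment of transcription factor targets was computed, because the tables of tested promoters were held only in part.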

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

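The tests of bisulfite conversion, of a single wild-type library and of thin coverage were chosen after the result they measure was seen. Change with age differed between the genotypes by the interaction term, at 15 points or more, in 20 promoters with a more positive change in *tet2* m/m fish and in 54 with a more negative one, of 1726 promoters. limma called 0 promoters, with 123 of all 1726 at an unadjusted p under 0.05. Of the genes the paper names, which it took from calls in the same libraries, the change of *tet2* m/m fish minus that of *tet2* wt/wt fish was -74.7 points at *NKX2-5*, -41.9 points at *CLK2*, -27.6 points at *TSC22D3*, -23.8 points at *DMBX1* and -19.2 points at *NR2F2*. Without replicate 1 of the 4-month-old *tet2* wt/wt fish the changes with age in *tet2* wt/wt fish were 15.5 points at *NKX2-5*, 14.4 at *CLK2* and 11.1 at *DMBX1*, in place of 29.7, 40.2 and 17.9, and over the CpGs covered in all 4 libraries that of *NR2F2* was 20.6 points, in place of 5.90.

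Promoters also passed the same thresholds between the 2 replicates of a group: 18 in 4-month-old *tet2* m/m fish (14 higher and 4 lower in replicate 2), 43 in 4-month-old *tet2* wt/wt fish (37 higher and 6 lower), 53 in 15-month-old *tet2* m/m fish (31 higher and 22 lower) and 26 in 15-month-old *tet2* wt/wt fish (5 higher and 21 lower), of 1726 promoters, against 31 higher and 3 lower in *tet2* m/m fish between the genotypes at 4 months, while single libraries of different groups gave 35 to 80. Different shares of unconverted cytosines in the replicates are argued against. Mitochondrial methylation of the replicates of a group differed by 0.158 points at most, and mean methylation by 0.552 points at least. Mitochondrial cytosines read close to unmethylated, so they cannot show whether methylated cytosines were converted too, which stays open. Different CpGs are argued against as well, because 131 calls between replicates were made over the CpGs covered in both, against 140 over all CpGs. Fewer independent molecules in some libraries stay open, because the disagreement between strands beyond read sampling in replicate 1 of the 4-month-old *tet2* wt/wt fish, at 0.308, lay within the 0.259 to 0.341 of the other 7 libraries, but the highest was in replicate 2 of the 15-month-old *tet2* m/m fish, the group with the most calls. Differences between the fish of the replicates stay open as well, untested.

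Of 1726 promoters, 13 were hypermethylated in both 4-month-old *tet2* m/m and 15-month-old *tet2* wt/wt fish relative to 4-month-old *tet2* wt/wt fish. With each difference taken against another of the 2 wild-type libraries, the covariance of the differences fell from 12.9 to 5.74 squared points, with 5.26 the lower of both ways, which is consistent with chance deviations of the shared libraries for part of the pattern. A deviation of replicate 1 alone stays open, because 7 of the 13 promoters were still called in both without it, too few promoters to decide, and 32 were called in both when it was the only baseline. A gain of methylation that age and loss of *tet2* have in common stays open as well and was not tested.

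Differences of 40 points or more were found 38 times, at 25 promoters that include *KCTD15*, *ppp1r1c*, *depdc5*, *hspb2* and *NMB*. These counts take *hspb2* and *cryabb* apart, although they share a window, and hold *KCTD15* in several comparisons that share libraries. The differences are therefore not all separate loci. A sequence variant at single CpGs is argued against, because 96.9% (31 of 32) of those with at least 3 CpGs kept 15 points without the CpG that carried most of the difference, the exception being *wibg*. Such differences were 4.26 times as frequent among promoters with fewer than 5 CpGs in a library (0.966%) as among those with 5 or more (0.227%), as thin coverage would give. Promoters with few CpGs may differ from the others in more than coverage, so the ratio cannot set thin coverage apart, which stays open. Of the differences, 10 were at promoters with 5 or more CpGs. The genotype or age of the fish stays open as an untested explanation at these and at the promoters with fewer CpGs.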

How the results depend on the processing

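The block with crossed numbers, leaving out promoters that pass between replicates, and the overlap without each 4-month-old *tet2* wt/wt replicate were chosen after the data were seen. All chromosomes with promoter windows built from a Zv9 annotation were planned and not run, because no annotation was at hand. Of the summary values under an alternative, 341 stayed within 1.5 times or 1 SD and 148 moved further. Counts are given as hypermethylated and hypomethylated. The cause was not tested, except where a stricter threshold, fewer CpGs or fewer libraries reduce by construction what is tested. Every group has 2 libraries, promoters with few CpGs rest on few reads, and chromosomes 11 to 25 enter only through the study's called promoters and the tiles.

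limma called 0 and 0 promoters, islands and tiles of 1000 bp in every comparison, with 144, 146, 171 and 134 promoters, 143 and 163 islands and 4506, 4714, 4587 and 4296 tiles at an unadjusted p under 0.05. With limma 0 promoters showed an interaction of genotype and age, 0 promoters were shared between comparisons, and 0 gene lists passed. The F test with overdispersion called 0 and 0 promoters and islands, with 35, 44, 44, 36, 44 and 67 at an unadjusted p under 0.05. Over the promoters that the study called, limma called 23 and 4 between the genotypes at 4 months, 26 and 36 with age in *tet2* m/m fish, and 31 and 16 with age in *tet2* wt/wt fish. The study selected these promoters for their differences in the same libraries, so these counts are not independent evidence of a difference. By class, limma counted 5 of these promoters as hypermethylated at 4 months and unchanged after, and 5 as hypermethylated and then hypomethylated. By the same count 1 was hypomethylated and then hypermethylated, and 16 and 21 were hypermethylated or hypomethylated with age alone. The class counts cannot all come from the calls given above, and the reason was not tested. They are therefore not compared with those calls. Of the named genes' values, 86 lost their call with limma and 88 with the F test, and 8 with only the CpGs covered in all 4 libraries.

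At 10 points the counts of promoters were 63 and 15 between the genotypes at 4 months, 34 and 63 with age in *tet2* m/m fish, 63 and 35 with age in *tet2* wt/wt fish, and 53 and 48 between the genotypes at 15 months. Those of islands were 60 and 12 between the genotypes at 4 months and 38 and 53 with age in *tet2* m/m fish, and those of tiles 3134 and 684 between the genotypes at 4 months, 1600 and 2985 with age in *tet2* m/m fish, 2372 and 1520 with age in *tet2* wt/wt fish, and 2350 and 1994 between the genotypes at 15 months. At 25 points promoters were 19 and 0 between the genotypes at 4 months, 7 and 18 with age in *tet2* m/m fish, 18 and 6 with age in *tet2* wt/wt fish, and 6 and 13 between the genotypes at 15 months. Islands were 13 and 1 between the genotypes at 4 months and 10 and 11 with age in *tet2* m/m fish, and tiles 555 and 72 between the genotypes at 4 months, 244 and 356 with age in *tet2* m/m fish, 337 and 146 with age in *tet2* wt/wt fish, and 310 and 186 between the genotypes at 15 months.

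With at least 20 reads per CpG, 2 promoters were hypomethylated between the genotypes at 4 months and 16 islands with age in *tet2* m/m fish, and tiles were 981 and 199 between the genotypes at 4 months, 572 and 801 with age in *tet2* m/m fish, 748 and 396 with age in *tet2* wt/wt fish, and 711 and 463 between the genotypes at 15 months. The promoter with opposite changes with age was lost (0), and 3 promoters were hypermethylated between the genotypes at both ages. Of the study's hypomethylated promoters 12 were called between the genotypes at 4 months, 47 with age in *tet2* m/m fish and 24 with age in *tet2* wt/wt fish, 4 were hypomethylated and then hypermethylated, and 27 were hypomethylated with age alone. With only CpGs covered in all 8 libraries, 9 and 25 of the study's hypomethylated promoters were called between the genotypes at 4 months and with age in *tet2* wt/wt fish, 3 were hypomethylated and then hypermethylated, and 28 were hypomethylated with age alone. In that setting 1 promoter was hypomethylated at 4 months and hypermethylated with age, and 1 was hypomethylated at 4 months and hypermethylated at 15 months in *tet2* m/m fish. With at least 3 CpGs in every library 2, 19, 10 and 15 promoters were hypomethylated in the 4 comparisons, in the order above. With 5 CpGs per tile the counts were 636 and 97 between the genotypes at 4 months, 326 and 447 with age in *tet2* m/m fish, 474 and 209 with age in *tet2* wt/wt fish, and 419 and 231 between the genotypes at 15 months. The first principal component carried 27.4% of the variance with all CpGs and 26.3% with unit variance. Without the promoters that also pass between replicates, the counts were 26 and 3 between the genotypes at 4 months, 14 and 17 with age in *tet2* m/m fish, 26 and 11 with age in *tet2* wt/wt fish, and 21 and 13 between the genotypes at 15 months.

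Leaving out each library in turn, with the test that counts reading error alone, gave ranges of promoters of 28 to 70 and 5 to 10 between the genotypes at 4 months, 21 to 28 and 30 to 42 with age in *tet2* m/m fish, 35 to 57 and 15 to 30 with age in *tet2* wt/wt fish, and 25 to 38 and 28 to 35 between the genotypes at 15 months. Islands ranged over 27 to 57 and 4 to 11 between the genotypes at 4 months, and 22 to 30 and 28 to 37 with age in *tet2* m/m fish, and tiles over 1336 to 3145 and 342 to 505 between the genotypes at 4 months, 788 to 1192 and 1254 to 1848 with age in *tet2* m/m fish, 983 to 2501 and 757 to 938 with age in *tet2* wt/wt fish, and 1209 to 1512 and 845 to 1307 between the genotypes at 15 months. Interactions ranged over 17 to 29 more positive and 45 to 68 more negative in *tet2* m/m fish. The overlap of promoters hypermethylated in both 4-month-old *tet2* m/m and 15-month-old *tet2* wt/wt fish ranged over 10 to 32. Promoters hypermethylated at 4 months and unchanged after ranged over 42 to 63, and those hypomethylated and then hypermethylated over 6 to 11. Among the tile counts alone, the largest ratios to the full set came without replicate 2 of the 4-month-old *tet2* wt/wt fish. They were for tiles hypermethylated between the genotypes at 4 months (3145) and with age in *tet2* wt/wt fish (2501). Tiles hypomethylated between the genotypes at 4 months moved most without replicate 2 of the 4-month-old *tet2* m/m fish (505). Those hypomethylated between the genotypes at 15 months moved most without replicates 1 and 2 of the 15-month-old *tet2* m/m fish (1307 and 1266). limma called 0 promoters and islands without any 1 library, with 67 to 233 at an unadjusted p under 0.05, where the lone library was assumed to vary like the other groups.

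The paper names a variable for variation between replicates in its RNA-seq and no pairing of the methylation libraries, and the replicate number was entered as a replicate block. Under the block the counts of promoters were 35 and 4 between the genotypes at 4 months, 23 and 27 with age in *tet2* m/m fish, 40 and 16 with age in *tet2* wt/wt fish, and 27 and 26 between the genotypes at 15 months, and those of the interaction 20 and 52. Deviations of libraries with the same number correlated at 0.156, -0.0607, -0.127 and -0.0306 in the 4 comparisons. With the numbers crossed with age in *tet2* wt/wt fish, the counts were 41 and 16.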

Differences from the paper's values

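No value that the paper states and that was also computed here lay more than 1.5 times from it. At the paper's thresholds, the promoters that the paper called on all chromosomes were called again in 98 hypermethylated and 20 hypomethylated cases between the genotypes at 4 months and in 99 and 44 cases with age in *tet2* wt/wt fish, which is every promoter on the paper's lists. On the chromosomes held completely, the paper's tables call 37 and 4 promoters between the genotypes at 4 months, 22 and 29 with age in *tet2* m/m fish, 40 and 18 with age in *tet2* wt/wt fish and 28 and 28 between the genotypes at 15 months, where 35 and 5, 23 and 29, 41 and 16 and 27 and 27 were called here. Of the 55 and 74 promoters that the paper called with age in *tet2* m/m fish, 54 and 72 were called again. Over all chromosomes only promoters that the paper called were tested again, so these counts cannot exceed the paper's and do not show how many other promoters would be called. The paper's classes of 66, 28, 44 and 45 promoters held 65, 29, 43 and 43 here, and its class of 7 held as many, among the same promoters that the paper called. The first 2 principal components carried 33.0% and 20.6% of the variance, where the paper shows about 31% and about 22% in Figure 2A, read by eye.

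For the share of CpGs at 75% to 100% methylation the paper reports a difference by a rank-sum test over CpGs, and the exact permutation test took libraries as replicates (p = 0.333). With all CpGs covered in each library that exact p was 0.667. The exact permutation test of 2 libraries against 2 cannot fall under 0.05 in any setting.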

Other observations

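Hypermethylation of *ugt2a4*, *DAGLA*, *tjp2b*, *DMBX1* and *slc37a1* in *tet2* m/m fish was found at both ages, 5 of 31 promoters hypermethylated at 4 months and 26 at 15 months, where independent lists share 0.467 (Fisher's exact test, p = 6.75e-05). *KCTD15*, *FAM83G* and *isg15* were hypermethylated at 4 months and hypomethylated at 15 months in *tet2* m/m fish relative to *tet2* wt/wt fish of the same age, where independent lists share 0.449 promoters (Fisher's exact test, p = 0.00924). No library enters both of these comparisons. Fisher's exact test takes every promoter as separate and equally likely to be called, so these p values do not measure the variation between fish. Of the 31 promoters hypermethylated at 4 months, 15 kept the sign of the difference at 15 months, at a median of -0.790 points. Over all chromosomes, of 81 promoters that the study found hypermethylated at 4 months, 10 were hypermethylated and 12 hypomethylated at 15 months. Without replicate 1 of the 15-month-old *tet2* wt/wt fish the call of *DMBX1* at 15 months was lost, at 14.1 points. Without replicate 2 of the 15-month-old *tet2* m/m fish those of *slc37a1*, *KCTD15* and *isg15* at 15 months were lost, at 14.1, -14.5 and -11.6 points, and without replicate 2 of the 15-month-old *tet2* wt/wt fish that of *slc37a1*, at 12.3 points. At 4 months the call of *isg15* was lost without replicate 1 of the *tet2* wt/wt fish, at 13.8 points, and without replicate 2 of the *tet2* m/m fish, at 9.66 points. The covariance of the 2 differences was 1.29 squared points over all promoters, against -0.0324 simulated. Of the *SUZ12* targets that the study found hypermethylated at 4 months, 0 were hypermethylated and 11 hypomethylated with age among 25 measured in *tet2* m/m fish, and 10 and 2 among 25 in *tet2* wt/wt fish. Of all 98 promoters that the study lists as hypermethylated at 4 months, its lists hold 4 hypermethylated and 28 hypomethylated with age in *tet2* m/m fish. For *tet2* wt/wt fish they hold 39 and 4. The *SUZ12* targets were not tested against these shares. The 2 comparisons with age share the 4-month-old libraries in which the study chose the targets, so a chance deviation there yields the same directions. At 15 months 3 of 24 *SUZ12* targets were hypermethylated and 4 hypomethylated in *tet2* m/m fish, at a median difference of -2.93 points.

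The protocadherin and cadherin promoters that were hypermethylated and hypomethylated numbered 0 and 2 of 6 with age in *tet2* m/m fish (Fisher's exact test, adjusted p = 0.167), 0 and 1 of 7 with age in *tet2* wt/wt fish and 0 and 0 of 6 between the genotypes at 15 months. Those of interferon and innate immunity genes numbered 1 and 0 of 18 with age in *tet2* m/m fish, 2 and 0 of 16 with age in *tet2* wt/wt fish (Fisher's exact test, adjusted p = 0.422) and 0 and 1 of 17 between the genotypes at 15 months. Among promoters of cell cycle and replication genes, the hypermethylated and hypomethylated ones were 1 and 0 of 17 between the genotypes at 4 months, 0 and 1 of 17 with age in *tet2* m/m fish, 2 and 0 of 17 with age in *tet2* wt/wt fish and 0 and 2 of 16 between the genotypes at 15 months, and none of these counts passed (Fisher's exact test, lowest adjusted p = 0.422). For kidney tubule markers they were 0 and 0 of 7, 0 and 1 of 7, 0 and 1 of 10 and 0 and 1 of 9 in the same order (Fisher's exact test, lowest adjusted p = 0.725). Lymphoid markers had 0 and 0 of 5, 0 and 0 of 5, 0 and 0 of 6 and 0 and 0 of 6, and 1 passed with age in *tet2* wt/wt fish when adjusted over the list alone. None of the promoters of ribosomal and housekeeping genes, of which 15 to 17 were tested, and of the 6 of germline and egg genes passed in any comparison, also over the list alone. When adjusted over the list alone, the cell cycle list had 1, 1, 2 and 2 and the kidney tubule list 0, 1, 1 and 1. At 4 months muscle genes had 0 and 0 of 13 promoters called and 5S rRNA copies 2 and 1 of 103. limma called 0 promoters of these lists.

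Of 51553 tiles of 1000 bp, 1535 were hypermethylated and 301 hypomethylated between the genotypes at 4 months, 826 and 1298 with age in *tet2* m/m fish, 1138 and 632 with age in *tet2* wt/wt fish, and 1117 and 760 between the genotypes at 15 months. Between the 2 replicates 1005 tiles differed in 4-month-old *tet2* m/m fish (809 higher and 196 lower in replicate 2), 2171 in 4-month-old *tet2* wt/wt fish (1842 higher and 329 lower), 2504 in 15-month-old *tet2* m/m fish (1432 higher and 1072 lower) and 1102 in 15-month-old *tet2* wt/wt fish (391 higher and 711 lower) at the same thresholds, against 1835 to 4243 between single libraries of different groups.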
